# Evidence of perturbations of cell cycle and DNA repair pathways as a consequence of human and murine *NF1*-haploinsufficiency

**DOI:** 10.1186/1471-2164-11-194

**Published:** 2010-03-22

**Authors:** Alexander Pemov, Caroline Park, Karlyne M Reilly, Douglas R Stewart

## Abstract

**Background:**

Neurofibromatosis type 1 (NF1) is a common monogenic tumor-predisposition disorder that arises secondary to mutations in the tumor suppressor gene *NF1*. Haploinsufficiency of *NF1 *fosters a permissive tumorigenic environment through changes in signalling between cells, however the intracellular mechanisms for this tumor-promoting effect are less clear. Most primary human *NF1*^+/- ^cells are a challenge to obtain, however lymphoblastoid cell lines (LCLs) have been collected from large NF1 kindreds. We hypothesized that the genetic effects of *NF1*-haploinsufficiency may be discerned by comparison of genome-wide transcriptional profiling in somatic, non-tumor cells (LCLs) from NF1-affected and -unaffected individuals. As a cross-species filter for heterogeneity, we compared the results from two human kindreds to whole-genome transcriptional profiling in spleen-derived B lymphocytes from age- and gender-matched *Nf1*^+/- ^and wild-type mice, and used gene set enrichment analysis (GSEA), Onto-Express, Pathway-Express and MetaCore tools to identify genes perturbed in *NF1*-haploinsufficiency.

**Results:**

We observed moderate expression of *NF1 *in human LCLs and of *Nf1 *in CD19+ mouse B lymphocytes. Using the *t *test to evaluate individual transcripts, we observed modest expression differences in the transcriptome in *NF1*-haploinsufficient LCLs and *Nf1*-haploinsuffiicient mouse B lymphocytes. However, GSEA, Onto-Express, Pathway-Express and MetaCore analyses identified genes that control cell cycle, DNA replication and repair, transcription and translation, and immune response as the most perturbed in *NF1*-haploinsufficient conditions in both human and mouse.

**Conclusions:**

Haploinsufficiency arises when loss of one allele of a gene is sufficient to give rise to disease. Haploinsufficiency has traditionally been viewed as a passive state. Our observations of perturbed, up-regulated cell cycle and DNA repair pathways may functionally contribute to *NF1*-haploinsufficiency as an "active state" that ultimately promotes the loss of the wild-type allele.

## Background

Neurofibromatosis type 1 (NF1) is a common monogenic tumor-predisposition disorder with an autosomal dominant pattern of inheritance that arises secondary to haploinsufficiency of the tumor suppressor gene *NF1*. Haploinsufficiency is often defined as a gene-dosage effect in which loss of one allele of a gene results in disease. In the Knudson "two-hit" model [1], haploinsufficiency of a tumor-suppressor gene (*NF1 *included) increases the probability of cancer development, but does not functionally contribute to it [2]. This view of haploinsufficiency as a passive state is coming under revision [3]. In mice haploinsufficiency of *NF1 *fosters a permissive tumorigenic environment for the development of neurofibromas [4,5], optic nerve gliomas [6] and blood vessels [7], suggesting a role for haploinsufficiency itself in tumor formation. The intracellular changes that give rise to this tumor-promoting effect of *NF1*-haploinsufficiency are unclear.

In this paper, we used a novel approach to investigate the genetic consequences of *NF1*-haploinsufficiency in humans. We hypothesized that the genetic effects of *NF1*-haploinsufficiency may be discerned by comparison of genome-wide transcriptional profiling in somatic, non-tumor cells from NF1-affected and -unaffected individuals. Studies of haploinsufficiency in humans are easily confounded by inter-individual variation [3] due to germline expression differences and mutation heterogeneity. To reduce variation in germline expression, we used a family-based approach and performed whole-genome transcriptional profiling of lymphoblastoid cell lines (LCLs) on gender- and age- matched affected and unaffected (but biologically related) individuals from two large NF1 pedigrees. Neurofibromin (the protein product of *NF1*) is expressed and is functionally important in B lymphocytes (the cells transformed by Epstein-Barr virus (EBV) into LCLs) [8]. The use of peripheral blood mononuclear cells or LCLs for disease expression profiling has precedents in oncologic [9], neurologic [10,11], and monogenic [12,13] disorders, as well as in NF1 itself [14]. To reduce genetic heterogeneity, we studied affected individuals within a pedigree who share the same mutation in *NF1*. To further control for heterogeneity, we compared the results from the two human pedigrees to whole-genome transcriptional profiling in spleen-derived B lymphocytes from age- and gender-matched *Nf1*^+/- ^[15] and wild-type mice as a cross-species filter for changes specific to *NF1*-haploinsufficiency. We used a variety of bioinformatic and molecular methods to identify and validate genes perturbed in *NF1*-haploinsufficiency.

## Results

### *NF1 *mutations in Coriell pedigree 2176 and ECACC pedigree P0117

To minimize the effects of genetic background and eliminate *NF1 *mutation heterogeneity, we investigated the consequences of *NF1 *haploinsufficiency on expression within age- and gender-matched groups from two pedigrees (Table 1). All individuals deemed "NF1-affected" in Coriell pedigree 2176 harbored a 4-bp deletion in exon 22, which is predicted to result in a premature stop codon. All individuals deemed "NF1-affected" from ECACC family P0117 harbored a 9-bp deletion in intron 9, which is predicted to disrupt the acceptor splice site of exon 10a, leading to exon skipping during mRNA splicing. All individuals deemed "NF1-unaffected" in both the Coriell and ECACC kindreds did not harbor their pedigree-specific *NF1 *mutation.

**Table 1:** NF1 pedigrees used in the study.

Sample	Sex	Age	NF1-status	Set	Family ID	Sample ID	Mutation
**1-A**	**F**	**47**	**Affected**	**Coriell-18**	**2176**	**GM09534**	**c.3739_3742del**
**3-A**	**F**	**55**	**Affected**	**Coriell-18**	**2176**	**GM09616**	**c.3739_3742del**
**5-A**	**M**	**26**	**Affected**	**Coriell-18**	**2176**	**GM09619**	**c.3739_3742del**
**8-A**	**F**	**52**	**Affected**	**Coriell-18**	**2176**	**GM09627**	**c.3739_3742del**
**9-A**	**M**	**41**	**Affected**	**Coriell-18**	**2176**	**GM09628**	**c.3739_3742del**
**13-A**	**F**	**16**	**Affected**	**Coriell-18**	**2176**	**GM09633**	**c.3739_3742del**
**14-A**	**M**	**15**	**Affected**	**Coriell-18**	**2176**	**GM09634**	**c.3739_3742del**
**23-A**	**M**	**N.A**.	**Affected**	**Coriell-18**	**2176**	**GM09692**	**c.3739_3742del**
**24-A**	**M**	**51**	**Affected**	**Coriell-18**	**2176**	**GM09693**	**c.3739_3742del**
4-U	F	28	Unaffected	Coriell-18	2176	GM09617	N.D.
6-U	M	67	Unaffected	Coriell-18	2176	GM09625	N.D.
10-U	M	32	Unaffected	Coriell-18	2176	GM09630	N.D.
12-U	F	33	Unaffected	Coriell-18	2176	GM09632	N.D.
15-U	M	35	Unaffected	Coriell-18	2176	GM09635	N.D.
16-U	F	29	Unaffected	Coriell-18	2176	GM09638	N.D.
19-U	M	38	Unaffected	Coriell-18	2176	GM09651	N.D.
20-U	F	39	Unaffected	Coriell-18	2176	GM09652	N.D.
21-U	M	N.A.	Unaffected	Coriell-18	2176	GM09688	N.D.
**E1-A**	**M**	**37**	**Affected**	**ECACC-6**	**P0117**	**89082417**	**c.1261-2_1261-10del**
**E6-A**	**M**	**33**	**Affected**	**ECACC-6**	**P0117**	**89082422**	**c.1261-2_1261-10del**
**E10-A**	**F**	**40**	**Affected**	**ECACC-6**	**P0117**	**89082426**	**c.1261-2_1261-10del**
E2-U	F	34	Unaffected	ECACC-6	P0117	89082418	N.D.
E7-U	M	41	Unaffected	ECACC-6	P0117	89082423	N.D.
E11-U	M	31	Unaffected	ECACC-6	P0117	89082427	N.D.

EBV-transformed lymphoblastoid cell lines (LCL) from two kindreds, Coriell-18 and ECACC-6, were obtained from Coriell and ECACC cell repositories, respectively. NF1-affected members of Coriell-18 set have a 4 bp deletion (5'-TTTG-3') in exon 22 of *NF1*, which is predicted to result in a premature stop codon. NF1-affected members of ECACC-6 set have a 9 bp deletion (5'-TTTTCTCTA-3') in intron 9 of *NF1*, which is predicted to disrupt the acceptor splice site of exon 10a, leading to exon skipping during mRNA splicing. Both mutations are predicted to be pathogenic. Mutations are described with nucleotide 1 being the A of the ATG translation initiation codon in the sequence NM_000267. Coriell and ECACC Family and Sample IDs for the cell lines are indicated in respective columns. Information for NF1-affected individuals is distinguished in boldface. N.A. - data not available; N.D. - not detected.

### Evaluation of *Nf1*^+/- ^mice

The six adult *Nf1*^+/- ^heterozygous mice were confirmed to bear the deletion of exon 31 and a part of intron 30 in *Nf1 *(data not shown). We detected no significant differences in organ weights between heterozygote and wild-type animals (all 8 months old), with the exception of spleen weight (wild-type mice: 72 mg vs. *Nf1*^+/- ^mice:106 mg; *P *< 0.00096), which was larger in the *Nf1*^+/-^mice. There was no histologic evidence of a neoplastic process in any of the tissues examined in the animals. The complete blood count of both the wild-type and *Nf1*^+/- ^mice was normal.

### *NF1 *is moderately expressed in human LCLs and CD19+ mouse B lymphocytes

In NF1-affected LCLs, we observed a mean decrease of 40% (Coriell-18) and 17% (ECACC-6) of *NF1 *mRNA abundance compared to NF1-unaffected LCLs from the same pedigree (Figure 1). In the Coriell-18 group, the difference in *NF1 *expression was statistically significant. In the ECACC-6 group, there was a non-significant decrease in *NF1 *expression (Figure 1A). Nevertheless, there was a dramatic decrease in neurofibromin expression detected by western blotting between selected affected and unaffected individuals in both the Coriell and ECACC pedigrees (Figures 1B and 1C). 

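CD19+ B lymphocytes, the lineage that makes antibodies, were isolated from the spleens of 12 mice aged 8 months. There were 6 Nf1+/- and 6 wild-type mice, with 3 males and 3 females of each genotype. RNA from each mouse was hybridized to 1 Illumina mouse array with 46120 probes. The deposited values are average bead signals from the scanner software of the authors, neither background subtracted nor normalized, and each carries a detection score that approaches 1 where a probe exceeds the negative controls. The median signal of an array was 76.1 to 82.8 in Nf1+/- mice and 76.3 to 89.4 in wild-type mice, and 15538 to 16432 probes per array were detected at a detection p below 0.05. Signals were corrected for background and quantile normalized on the log2 scale with limma's neqc, and the 16204 probes detected in at least 6 arrays were tested. Cd19, the surface protein used for the isolation, had a normalized log2 level of 11.03 in Nf1+/- and 11.12 in wild-type mice (log2 difference -0.09, exact permutation p = 0.297, 6 mice per genotype). Males and females were harvested on different days, so that sex and harvest day cannot be told apart, but each day held both genotypes. Levels of Xist, which is expressed from the inactive X chromosome, and of the Y-linked genes Eif2s3y and Kdm5d separated all 12 mice by their labelled sex. The first principal component held 48.3% of the variance and separated the sexes, not the genotypes (exact permutation p for genotype = 0.870).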

Since mouse B lymphocytes cannot be immortalized with viral transfection, we used freshly isolated murine spleen B lymphocytes. Fluorescent-activated cell sorting (FACS) analysis showed greater than 90% purity of CD19+ cells from all animals (data not shown). As in human LCLs, *Nf1 *is moderately expressed in mouse lymphocytes (Figure 2A) but is not significantly different between *Nf1*^+/- ^and wild-type animals (Figure 2B), as previously reported [15]. 

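On the arrays, Nf1 transcript was close to the limit of detection and no difference between genotypes was detectable at that signal. Of 4 Nf1 probes, 1 was detected in at least 6 arrays. This probe lies at the 3' end of the transcript and says nothing of the deleted part of the gene. Its signal was 82.1 to 100.3 in Nf1+/- mice, where it was detected in 3 of 6 arrays, and 88.4 to 107.2 in wild-type mice, where it was detected in 5 of 6. Among the probes tested, 2.43% were dimmer. The log2 difference was -0.01 (SE 0.01, exact two-sided permutation p = 0.145, 6 mice per genotype), with -0.01 in males and 0.00 in females. Background correction by limma's neqc compresses differences between probes this dim. With background parameters that resist extreme control values, a setting chosen after the data were seen, the difference was -0.18. It did not pass there either (unadjusted p = 0.130 from limma).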

We were unable to perform western blotting on murine spleen CD19+ B lymphocytes due to the limited amount of material available, nevertheless, neurofibromin abundance in other tissues in the *Nf1*^+/- ^mice was decreased (data not shown).

**Figure 1:**
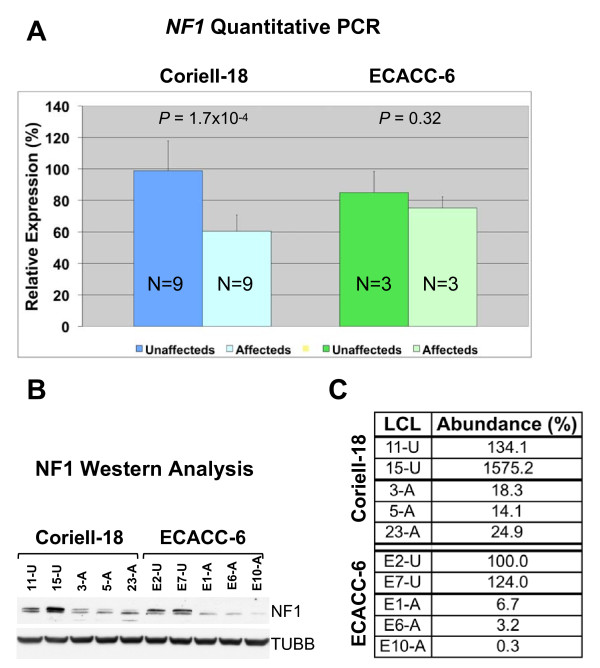
**Quantitative PCR and western blot of the relative abundance of neurofibromin in lymphoblastoid cell lines**. A) Relative abundance of *NF1 *mRNA in Coriell-18 and ECACC-6 sets as detected by quantitative PCR. *P *values of respective *t *tests are shown above the bar plots. B) Western blot of neurofibromin in select lymphoblastoid cell lines (LCLs). TUBB - β-tubulin. C) Relative abundance of neurofibromin in select LCLs. *NF1 *abundance in sample E2-U was arbitrary set at 100%; NF1 abundance in the remaining LCLs is expressed as percentage of that in E2-U.

**Figure 2:**
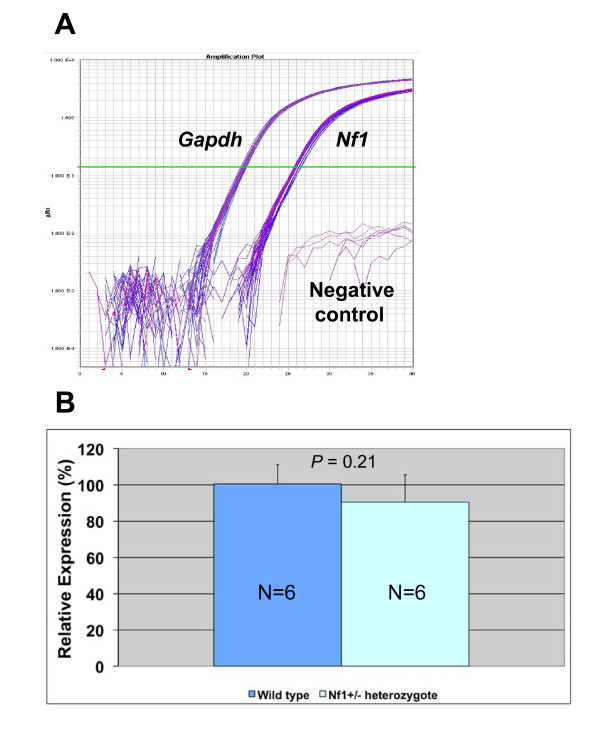
**Quantitative PCR analysis of relative abundance of *Nf1 *mRNA in *Nf1*^+/- ^mice**. A) Plot of real-time amplification of *Nf1 *and *Gapdh *mRNAs in six wild-type and six *Nf1*^+/- ^mice. Samples containing no input RNA are shown as "Negative control". B) Relative abundance of *Nf1 *mRNA from wild-type and *Nf1*^+/- ^mice. *P *value of the *t *test is shown above the bar plot.

### *NF1*-haploinsufficiency in LCLs and mouse B lymphocytes results in modest differences in individual transcript abundance between NF1-affected and -unaffected

#### Permuted t test and intersection analysis

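In mouse B lymphocytes, 4 of 16204 probes were higher in Nf1+/- than in wild-type mice at an adjusted p below 0.05, and no other probe passed at the looser threshold of 0.25 (limma, two-sided, Benjamini-Hochberg, 6 mice per genotype). Inpp5k, an inositol polyphosphate 5-phosphatase, was 1.36-fold higher, at a normalized log2 level of 11.81 against 11.37 (log2 difference 0.44, SE 0.05, adjusted p = 0.00651 from limma). The difference was 0.54 in males and 0.34 in females. A second probe for Inpp5k had a log2 difference of 0.08 and a further one of 0.00, and neither passed the test. The Inpp5k gene lies 76 genes from Nf1 on the same chromosome in the gene order of GRCm38. A probe for the neomycin resistance gene, a selection marker of targeting constructs, had a signal of 308 to 462 in Nf1+/- mice and of 68.3 to 79.2 in wild-type mice, where no array detected it, so that its normalized difference is a lower bound of at least 1.35-fold (adjusted p = 0.00651 from limma). The other 2 probes were 2010305C02Rik (0.16, SE 0.01, adjusted p = 0.00349 from limma) and C730049P21 (0.09, SE 0.01, adjusted p = 0.00651 from limma), transcripts known by clone names. For each of the 4 probes, every Nf1+/- mouse was above every wild-type mouse (exact permutation p = 0.00216, the smallest that 6 mice against 6 allow), as in 33 of all 16204 probes, a share no larger than the 0.2165% that chance gives. Their adjusted p values were 0.0113 to 0.0159 with sex as a block.
Among the probes with the next smallest p values, none of which passed, were H2-T10, an MHC class I gene (log2 difference 0.37), Serpina3f, a serine protease inhibitor (0.51), Nt5c, a nucleotidase (-0.16), and Plpp3, a lipid phosphatase (-0.10). Other transcripts of Table 2 that did not pass were Gstt3, a glutathione transferase (0.11, SE 0.03, exact permutation p = 0.0108), Slc25a19, a mitochondrial carrier on the chromosome of Nf1 (0.06 and 0.24 on its probes, exact permutation p = 0.00649 for each), LOC327957 (0.26, exact permutation p = 0.00433) and LOC238447 (0.44, exact permutation p = 0.0108, and 0.34 on a second probe). At an unadjusted p below 0.05 from limma there were 483 of 16204 probes, 315 higher and 168 lower. As a share this is below the 0.05 that chance gives on average. The balance turned over with median scaling (135 higher and 392 lower) and in females (420 and 442) and was even without Nf1+/- mouse 4 (293 and 292). With background parameters that resist extreme control values, chosen after the data were seen, the differences of 2010305C02Rik and C730049P21 were 0.75 and 0.62, that of the neomycin resistance gene was at least 9.67-fold, and Inpp5k no longer passed (0.39, adjusted p = 0.115 from limma). Nor did Inpp5k pass at 0.05 with plain background subtraction (0.39, adjusted p = 0.117 from limma), where the receptor Pirb, a dim probe on the lower side, passed instead (adjusted p = 0.00804 from limma). No probe passed at 0.05 in either sex alone, and at 0.25 only the neomycin resistance probe did, in females (limma, with 424 probes in males and 862 in females at an unadjusted p below 0.05). Nor did any probe pass by exact permutation (544 probes at an unadjusted p below 0.05). That test, with a smallest p of 0.00216, could hardly call a probe among 16204.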

In the human and mouse expression datasets, permuted *t *test revealed few statistically significant genes after correction for multiple testing (Table 2). There were no transcripts with a false discovery rate (FDR) less than 0.25 in common among the three groups. Thus, we performed an intersection analysis of the top ~5% of transcripts from the three groups (Figure 3; Additional file 1). 

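In the mouse arrays, the genes listed in Additional file 1 as shared with ECACC-6 went in both directions. Dnmt1, the maintenance DNA methyltransferase (log2 difference 0.10), Plk3, a polo-like kinase (0.10), and Slc7a5, an amino acid transporter (0.08), were on the higher side in Nf1+/- mice. On the lower side were Kynu, an enzyme of tryptophan breakdown (-0.15), Dhrs1 (-0.11) and Cd48, an adhesion molecule of lymphocytes (-0.27). None of these passed the test over all probes. All 28 listed genes were measured, 13 on the higher and 15 on the lower side, and 26 of them ranked within the top 5% of the probes tested by the p of limma. Of the 20 genes listed as shared with Coriell-18, 19 were measured, 11 on the higher and 8 on the lower side, and 16 ranked within the top 5%. Examples are Syt11 (0.18) and the protease Lgmn (-0.14). All measured genes of both lists ranked within the top 10%. For a gene with several probes, the one with the smallest p was ranked, which can raise the shares. The lists were chosen by rank in these same mice, so the shares are not independent evidence. These examples were chosen after their values were seen.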

The overlap of ECACC-6 with *Nf1*-Mouse-12 was highly significant (*P *= 7.5 × 10^-4^) as well as the overlap between two human groups (*P *= 1.2 × 10^-3^). Coriell-18 did not significantly overlap with *Nf1*-Mouse-12 (*P *= 0.42). The three-way overlap between the groups produced a single gene and was not significant (*P *= 0.71).

**Figure 3:**
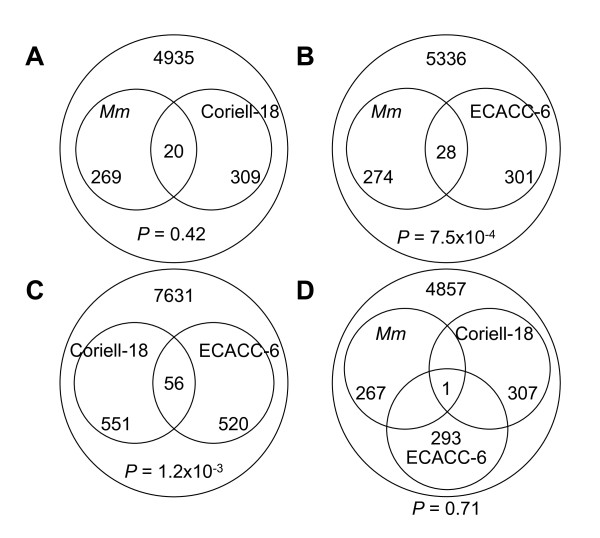
**Intersection analysis between top-ranking transcripts in human and mouse sets**. Top ~5% of all transcripts from analysis of three sample sets on the Illumina platform were chosen for the intersection analysis. A) Coriell-18 and *Nf1*-Mouse-12 comparison; B) ECACC-6 and *Nf1*-Mouse-12 comparison; C) Coriell-18 and ECACC-6 comparison; D) Three-way comparison. "*Mm" *designates *Nf1-*Mouse-12 set.

**Table 2:** Top-ranked differentially expressed genes in Coriell-18, ECACC-6 and *Nf1*-Mouse-12 sample sets.

Coriell-18	*P *value	FDR	FD	Gene
**1**	**0.0001**	**0.162**	**0.57**	***IFI6***
**2**	**0.0001**	**0.162**	**0.78**	***CNKSR3***
**3**	**0.0001**	**0.162**	**1.23**	***AKAP2***
**4**	**0.0001**	**0.162**	**0.67**	***OAS1***
**5**	**0.0001**	**0.162**	**1.27**	***ZRANB1***
**6**	**0.0001**	**0.162**	**0.66**	***TCN2***
**7**	**0.0001**	**0.164**	**0.72**	***GAS2***
**8**	**0.0002**	**0.164**	**0.64**	***OAS3***
**9**	**0.0002**	**0.164**	**0.66**	***HERC5***
**10**	**0.0002**	**0.164**	**0.69**	***EPSTI1***
**11**	**0.0002**	**0.164**	**0.81**	***NDUFC1***
**12**	**0.0002**	**0.164**	**0.80**	***ACOT9***
**13**	**0.0002**	**0.164**	**0.74**	***RFC5***
**14**	**0.0003**	**0.164**	**0.86**	***NMI***
**15**	**0.0003**	**0.170**	**1.26**	***DYRK2***
**16**	**0.0003**	**0.193**	**0.75**	***LGP2***
17	0.0006	0.272	1.12	*LRRC37B*
18	0.0006	0.272	0.80	*PPP2R4*

**ECACC-6**	***P *value**	**FDR**	**FD**	**Gene**

**1**	**0.8 × 10-6**	**0.008**	**2.65**	***HMHB1***
**2**	**0.8 × 10-5**	**0.038**	**2.96**	***HAVCR2***
**3**	**0.2 × 10-4**	**0.067**	**1.80**	***CHURC1***
**4**	**0.0001**	**0.232**	**1.76**	***GIMAP5***
5	0.0003	0.473	1.69	*GIMAP6*
6	0.0003	0.473	1.34	*RORA*
7	0.0004	0.473	0.58	*ADM*
8	0.0004	0.473	0.66	*DNAJC15*
9	0.0005	0.473	0.54	*C3orf59*
10	0.0005	0.473	1.45	*RAB31*
11	0.0006	0.553	1.65	*PSTPIP2*
12	0.0007	0.553	1.33	*PACSIN2*
13	0.0008	0.554	1.35	*MYB*
14	0.0009	0.554	0.75	*ISCU*
15	0.0009	0.554	1.36	*PKHD1L1*
16	0.0009	0.554	0.69	*ASB2*
17	0.0010	0.575	0.74	*DUSP14*
18	0.0011	0.575	0.75	*IMPA1*

***Nf1*-Mouse-12**	***P *value**	**FDR**	**FD**	**Gene**

**1**	**0.1 × 10-6**	**0.001**	**1.42**	***2010305C02Rik***
**2**	**0.2 × 10-5**	**0.011**	**1.29**	***C730049P21***
**3**	**0.3 × 10-5**	**0.014**	**1.30**	***Inpp5k***
4	0.0003	0.879	1.23	*H2-T10*
5	0.0004	0.879	1.29	*Pnkd*
6	0.0004	0.879	1.42	*Cxcr3*
7	0.0005	0.903	1.24	*Gsg2*
8	0.0009	1.000	1.27	*Gstt3*
9	0.0009	1.000	1.38	*9130213B05Rik*
10	0.0009	1.000	1.19	*Igtp*
11	0.0010	1.000	1.18	*Rnf43*
12	0.0010	1.000	1.50	*Serpina3f*
13	0.0011	1.000	1.17	*Ncapd2*
14	0.0013	1.000	1.19	*Inpp5k*
15	0.0014	1.000	1.17	*Slc25a19*
16	0.0015	1.000	1.40	*LOC238447*
17	0.0020	1.000	0.87	*Gosr1*
18	0.0021	1.000	1.24	*LOC327957*

To evaluate statistical significance of the differential expression of genes, *t *tests were performed for two human and the mouse sample sets. In each list, genes were ranked according to their False Discovery Rate (FDR). Significant genes with FDR< 0.25 are shown in boldface. "FD" - Fold Difference of expression values of NF1-affecteds vs. NF1-unaffecteds, or *Nf1*^+/- ^vs. wild-type mice.

#### Cross-platform validation of microarray results

We analyzed the Coriell-18 group on both the Illumina single-color and the spotted oligonucleotide (two-color) arrays. Of the top 5% of differentially expressed genes, there were 114 common genes on both lists (Additional file 2); the overlap is highly statistically significant (*P *= 8.8 × 10^-6^) (Figure 4A). Moreover, for those 114 transcripts, we observed 100% concordance between the two platforms in direction of expression (over or under). The degree of change (fold difference) for the transcripts was close in both platforms as well (Figure 4B).

**Figure 4:**
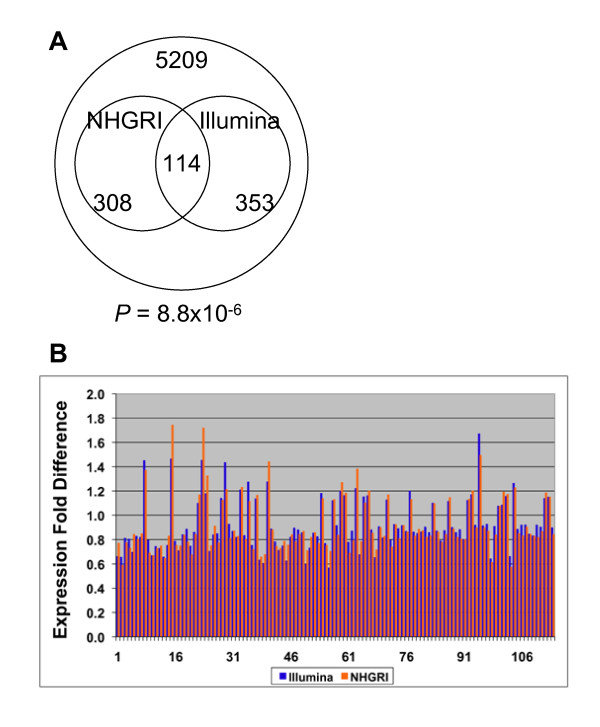
**Comparison of expression profiles generated by Illumina_Human_WG_v2 and spotted oligonucleotide microarrays**. A) Coriell-18 samples were analyzed in parallel on two different types of microarrays: Illumina_Human_WG_v2 ("Illumina") and spotted oligonucleotide microarrays manufactured in the NHGRI core facility ("NHGRI"). Genes were ranked according to nominal *P *values of the *t *tests, and top ~5% of genes in each list were chosen for the intersection analysis; B) Bar plot represents fold difference of expression values (NF1-affecteds vs. NF1-unaffecteds) for the overlapping genes. Each overlapping transcript is represented by a pair of bars. Blue bars denote transcripts on Illumina platform; orange bars denote transcripts on the NHGRI platform. Numbers on X-axis represent transcripts in the overlap (114 total).

#### Quantitative PCR validation of microarray results

The validation set for quantitative PCR (qPCR) included transcripts which were either statistically significant by *t *test or in an intersection analysis (Table 3). Of twelve *t *test-significant transcripts (seven human and five mouse), nine transcripts (five human and four mouse), or 75%, were confirmed by qPCR (nominal *P *< 0.05). The validated transcripts included human *CNKSR3*, *IFI6, EGLN3, MGST3, POMC *and mouse *Cxcr3, Gsg2, Igtp, and Rnf43*. 

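On the mouse arrays, the transcripts of Cxcr3, Gsg2, Igtp and Rnf43 were all on the higher side in Nf1+/- mice, and none passed the test over all probes (adjusted p = 0.924 for each from limma, 6 mice per genotype). Igtp, an interferon-induced GTPase, was 1.21-fold higher (log2 difference 0.27, SE 0.06, exact permutation p = 0.00216), with 0.28 in males and 0.27 in females. Cxcr3, a chemokine receptor, had a log2 difference of 0.16 (SE 0.04, exact permutation p = 0.00649), with 0.23 in males and 0.09 in females. Gsg2, also named Haspin, a kinase of histone H3 in mitosis, had 0.09 (SE 0.02), and Rnf43, a ubiquitin ligase, had 0.05 (SE 0.01). The probes of Cxcr3, Gsg2 and Rnf43 were dim. With background parameters that resist extreme control values, chosen after the data were seen, their differences were 0.79, 0.47 and 0.47, and that of Igtp was 0.29. Gsg2, Igtp and Rnf43 lie on the same chromosome as Nf1 in GRCm38, and Cxcr3 does not. The paper chose the 4 genes on these arrays, so their array values are not independent of the choice. Inpp5k, which did pass on the arrays, was also taken to qPCR in the paper and was not significant there. Values of the qPCR itself are not among the deposited data.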

Of nine transcripts identified by intersection analysis, 33% were validated by qPCR (three human transcripts only:*C11orf75, RAB31, and DUSP4*). *RAB31 *was the only transcript confirmed by qPCR in both human groups. *DUSP4*, found in three-way overlap, was validated by qPCR in the Coriell-18 group only. Differential expression as determined by qPCR was modest and ranged from 0.39 for *CNKSR3 *in Coriell-18 to 2.57 for *RAB31 *in ECACC-6. 

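Among the mouse genes taken to qPCR because they also ranked high in human lines, Crip1, a LIM domain protein, was on the lower side on the arrays of Nf1+/- mice (log2 difference -0.25, SE 0.11, exact permutation p = 0.0584, 6 mice per genotype). Dusp4, a phosphatase that inactivates ERK, was on the higher side at 0.23 (SE 0.11, exact permutation p = 0.0758), while a second and dimmer Dusp4 probe had 0.02. Aytl2, now named Lpcat1, an enzyme of phospholipid synthesis, had -0.09 (exact permutation p = 0.0844). Zfp36l1, a protein that destabilizes mRNA, had -0.08 and -0.01 on its probes, and Pecr, a peroxisomal reductase, had -0.02. No probe of these genes passed the test over all probes with limma.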

We observed near 100% concordance between microarray and qPCR approaches in direction of gene expression (over or under). The only exceptions were two genes in ECACC-6: *CHURC1 *was over-expressed by microarray, but under-expressed by qPCR, and *POMC *was under-expressed by microarray, and over-expressed by qPCR (Additional file 3). Differential expression of transcripts tended to be more pronounced in qPCR than microarrays (Additional file 3).

**Table 3:** Quantitative PCR validation of microarray data for select human and mouse genes.

Gene	Reason for Validation	Quantitative PCR *P *values		
		
		Coriell-18	ECACC-6	*Nf1*-Mouse-12
***AUTS2***	**Overlap of *Hs *sets**	**0.0630**	**0.1790**	**N/A**
***C11orf75***	**Overlap of *Hs *sets**	**0.0127**	0.2270	N/A
***RAB31***	**Overlap of *Hs *sets**	**0.0168**	**0.0019**	N/A
***DUSP4***	**3-Way Overlap of *Hs *and *Mm *sets**	**0.0398**	0.1910	N/A
*AKAP2*	Significant in Coriell-18 (I)	0.1170	0.3540	N/A
***CNKSR3***	**Significant in Coriell-18 (I)**	**0.0026**	0.1850	N/A
***IFI6***	**Significant in Coriell-18 (I)**	**0.0013**	0.5930	N/A
*CHURC1*	Significant in ECACC-6	0.7390	0.1450	N/A
*GSG2*	Significant in *Nf1-Mm*-12*	0.7210	0.1360	N/A
***EGLN3***	**Significant in Coriell-18 (N)**	**0.0076**	0.7630	N/A
***MGST3***	**Significant in Coriell-18 (N)**	**0.0005**	0.6991	N/A
***POMC***	**Significant in Coriell-18 (N)**	**0.0170**	0.5582	N/A
*Aytl2*	Overlap of *Hs-Mm *sets	N/A	N/A	0.1900
*Crip1*	Overlap of *Hs-Mm *sets	N/A	N/A	0.5830
*Pecr*	Overlap of *Hs-Mm *sets	N/A	N/A	0.5840
*Zfp36l1*	Overlap of *Hs-Mm *sets	N/A	N/A	0.5140
*Dusp4*	3-Way Overlap of *Hs *and *Mm *sets	N/A	N/A	0.7410
***Cxcr3***	Significant in *Nf1-Mm*-12*	N/A	N/A	**0.0052**
***Gsg2***	Significant in *Nf1-Mm*-12*	N/A	N/A	**0.0262**
***Igtp***	Significant in *Nf1-Mm*-12*	N/A	N/A	**0.0380**
*Inpp5k*	Significant in *Nf1-Mm*-12	N/A	N/A	0.0720
***Rnf43***	Significant in *Nf1-Mm*-12*	N/A	N/A	**0.0004**

Statistical significance of differential expression of genes was evaluated by *t *test. Genes with nominal *P *values < 0.05 were considered significant and are shown in boldface. "(I)" and "(N)" in "Significant in Coriell-18 (I)/(N)" indicate that sample set Coriell-18 was analyzed on the Illumina or NHGRI platform, respectively. "*Hs*" designates human (Coriell-18 and ECACC-6) datasets; "*Mm*" designates murine (*Nf1*-Mouse-12) dataset. * - nominal *P *value < 0.001. "N/A" - not applicable.

### GSEA analysis identifies genes that control cell cycle, DNA replication and repair, transcription and translation, and immune response as the most perturbed in *NF1*-haploinsufficient human and mouse

Table 4 lists the number of up- and down-regulated gene sets, as determined by gene set enrichment analysis (GSEA), with a FDR less than 0.05 in the Coriell-18, ECACC-6 and *Nf1*-Mouse-12 groups. Leading edge analysis (LEA) of the common up- and down- regulated gene sets was then performed, followed by an ontological determination of individual LEA genes (Additional file 4, Figure 5). We found that >75% of up-regulated LEA genes in the human ECACC-6 and *Nf1*-Mouse-12 groups (cell cycle/mitosis/cytokinesis and DNA repair/replication/recombination categories) shared similar ontology (Additional file 5). 

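Genes of the S phase and of G2/M were, as groups, on the higher side in B lymphocytes of Nf1+/- mice. Of 35 measured S-phase genes, a list fixed before the data were examined, 27 were higher and 8 lower, with a mean log2 difference of 0.07. Of 40 measured G2/M genes, 32 were higher and 8 lower, with a mean of 0.05. Both lists were higher than other genes by limma's camera with its preset correlation (adjusted p = 1.93e-07 for S phase and 8.48e-07 for G2/M). The calls were lost when the correlation was estimated, with adjusted p = 0.356 with an estimated correlation for S phase and adjusted p = 0.356 for G2/M, and adjusted p = 0.288 for each when sex was also a block. The list means per mouse did not separate the genotypes either (exact permutation p = 0.188 and 0.333, 6 mice per genotype). With mice relabelled within each sex, the exact permutation p was 0.145 and 0.14. No single gene passed over all probes. Adjusted over the list alone, 0 S-phase genes passed, with 5 at an unadjusted p below 0.05 from limma, and 1 G2/M gene passed, the condensin subunit Ncapd2 (log2 difference 0.05).
Genes of germinal centre B cells, none of which is in these lists, had a mean of 0.15. They moved with both between mice of the same genotype and sex (correlation 0.93 with S phase and 0.96 with G2/M, exact permutation p = 0.00309 and 0.00231). With their score as a covariate and sex left out of the model, chosen after the data were seen, the differences were 0.00 (SE 0.02) and -0.02 (SE 0.01). The score also differed by 0.23 between females and males, so the covariate takes up sex as well. More cycling among B lymphocytes in general can raise both scores, so the source stays open. The S-phase difference was 0.06 in males and 0.07 in females, and the G2/M difference was 0.02 and 0.07. Without wild-type mouse 3 the S-phase mean was 0.04, and it was 0.04 without Nf1+/- mouse 7. The G2/M mean was 0.03 without wild-type mouse 3, 0.02 without Nf1+/- mouse 7 and 0.03 without Nf1+/- mouse 9. The size depends on the treatment of background, with 0.16 for each list with background subtraction, and 0.13 for S phase and 0.14 for G2/M with background parameters that resist extreme control values.

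**Figure D1:**
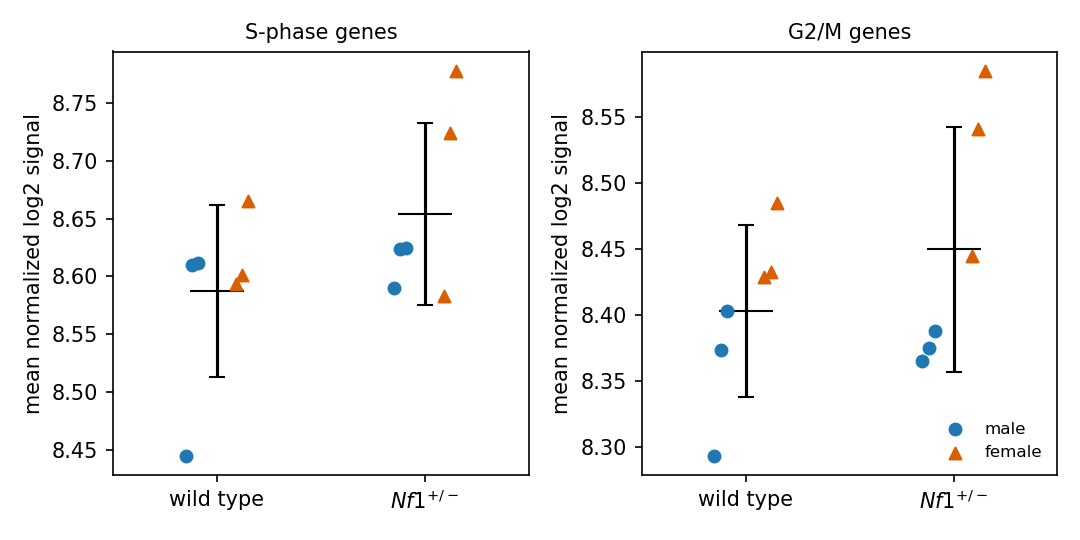
Mean normalized log2 signal of the S-phase genes (left) and the G2/M genes (right) in each mouse, by genotype and sex, with the mean and SD of each genotype. S-phase levels were 8.59 ± 0.07 (SD, n = 6) in wild-type and 8.65 ± 0.08 in Nf1+/- mice, G2/M levels were 8.40 ± 0.06 and 8.45 ± 0.09, and the groups overlap in both panels.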

Three of the four largest ontological categories from the analysis of Coriell-18 LEA (transcription/RNA processing, DNA repair/replication/recombination and cell proliferation) were shared with the ECACC-6 and *Nf1*-Mouse-12 groups, albeit the distribution of genes among the ontological categories was different. In the Coriell-18 up-regulated LEA, the largest category (translation/protein biosynthesis/ribosome biogenesis) was unique to that group.

**Figure 5:**
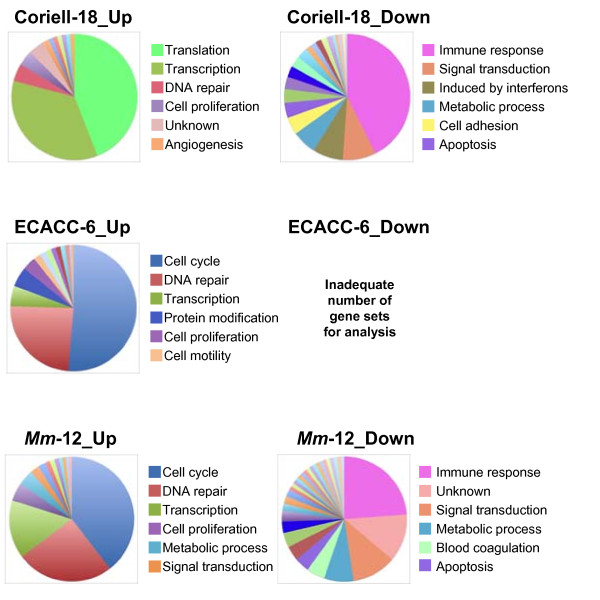
**GSEA analysis of human and mouse expression datasets and ontological categories of LEA gene lists**. Up- and down-regulated statistically significant GSEA gene sets were subjected to LEA analysis and resulting genes were grouped in related ontological categories. The pie chart diagrams of up- and down-regulated LEA genes are shown on the left and on the right, respectively. The same ontological categories are represented by the same color on the pie charts. Only the first six most abundant ontological categories are shown for each set. To save space, the following ontological categories were shortened as follows: Translation -Translation/Protein biosynthesis/Ribosome biogenesis; Transcription - Transcription/RNA processing; DNA repair - DNA repair/replication/recombination; Cell cycle - Cell cycle/Mitosis/Cytokinesis; Immune response - Immune/Defense/Antiviral/Inflammatory response.

**Table 4:** Number of significant GSEA gene sets in Coriell-18, ECACC-6 and *Nf1-*Mouse-12 expression datasets.

	Coriell-18	ECACC-6	*Nf1*-Mouse-12
Up-regulated gene sets	4	65	189
Down-regulated gene sets	40	1	4

Gene sets with FDR < 0.05 were considered significant. "Up-regulated gene sets" and "Down-regulated gene sets" designate GSEA gene sets overexpressed or underexpressed, respectively, in NF1-affected individuals or *Nf1*^+/- ^mice as compared to NF1-unaffecteds or wild-type mice.

Ontological analysis of down-regulated genes in Coriell-18 and *Nf1*-Mouse-12 groups revealed four major common categories (excluding "unknown"): immune/defense/antiviral/inflammatory response, signal transduction, metabolic process and apoptosis (Figure 5; Additional file 5). 

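In the mouse, genes of macrophages and monocytes, cells that take up and present antigen, were on the lower side in Nf1+/- mice as a group. Of 28 measured genes, a list fixed before the data were examined, 26 were lower and 2 higher, with a mean log2 difference of -0.14 (-0.22 with background subtraction). Tyrobp, a signalling adaptor of myeloid receptors, had -0.28, the LPS co-receptor Ly96 had -0.16, and the iron exporter Slc40a1 had -0.48. None of the 28 passed singly with limma, none had an unadjusted p below 0.05, and none passed when adjusted over the list alone. The list was lower than other genes by camera with its preset correlation (adjusted p = 0.000374), and this call was lost with adjusted p = 0.613 with an estimated correlation. The mean was 0.04 in males and -0.32 in females, a difference between the sexes that did not pass an exact permutation test (p = 0.225). The call was also lost without Nf1+/- mouse 2 (-0.07), Nf1+/- mouse 4 (-0.08), wild-type mouse 8 (-0.03) or wild-type mouse 10 (-0.07), while the mean was -0.23 without wild-type mouse 1 and -0.26 without Nf1+/- mouse 7. Of the 28 genes, 16 are also in the leading edge list Nf1-Mouse-12_Down of Additional file 4, which was chosen on these mice and is not independent evidence. The other 12 had a mean of -0.13 (exact permutation p = 0.632).
The leading edge list of genes lower in Coriell-18 did not pass in the mouse. Of its 35 measured genes, 21 were higher and 14 lower. Its mean of -0.01 and its median of 0.01 differ in sign, and camera placed it on the higher side (adjusted p = 0.244). It passed as higher without Nf1+/- mouse 4 (mean 0.01, adjusted p = 0.0287 from camera) and with the macrophage score as a covariate (mean 0.01, adjusted p = 0.0150 from camera).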

"Immune/defense/antiviral/inflammatory response" was the largest ontological category in the two groups. These genes accounted for more than a third and almost a quarter of the genes in the Coriell-18 and the mouse LEA lists, respectively. 

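Other groups of immune genes in mouse B lymphocytes were on the higher side. Of 26 measured genes of MHC class I antigen presentation, by which cells display peptides to T lymphocytes, 24 were higher in Nf1+/- mice and 2 lower, with a mean log2 difference of 0.12. Members were H2-Q8 (0.36), H2-M3 (0.23) and H2-Q5 (0.19). Of 19 measured genes of the interferon-gamma response, 17 were higher and 2 lower, with a mean of 0.11 (0.20 with background subtraction), including the GTPases Irgm1 (0.26) and Irgm2 (0.23). Both lists were fixed before the data were examined, and no gene of either is in the mouse leading edge lists of Additional file 4. They share 4 genes, Psmb8, Psmb9, Psmb10 and Tap1, and without these the means were 0.12 for MHC class I and 0.11 for interferon-gamma (exact permutation p = 0.00433 for each). Both passed camera with the preset correlation (adjusted p = 2.6e-12 for MHC class I and 1.09e-12 for interferon-gamma) and with an estimated correlation (adjusted p = 0.0105 and 0.00535). With sex as a block and an estimated correlation, a setting chosen after the data were seen, the adjusted p was 0.0281 and 0.0148. The list means per mouse also differed (exact permutation p = 0.00433 for each, 6 mice per genotype). The MHC class I difference was 0.13 in males and 0.10 in females, and the interferon-gamma difference was 0.11 and 0.10. No gene of either list passed over all probes, while 3 MHC class I genes and 5 interferon-gamma genes passed when adjusted over the list alone. Of the interferon-gamma genes, 6 lie on the chromosome of Nf1 and had a mean of 0.20, and the 13 on other chromosomes had a mean of 0.06 (exact permutation p = 0.0108). Among these 13 are genes shared with MHC class I, such as Psmb9 (0.17). The list without both the chromosome of Nf1 and the shared genes was not tested.
Of 36 measured genes induced by type I interferon, 28 were higher, among them the transcription factor Stat1 (0.27). Their mean was 0.03 (0.16 with background subtraction), with -0.02 in males and 0.08 in females. The list passed camera with the preset correlation (adjusted p = 7.95e-07), with an estimated one (adjusted p = 0.031), and not with sex as a block and an estimated correlation (adjusted p = 0.0695). The list mean did not separate the genotypes (exact permutation p = 0.500). It was 0.06 without Nf1+/- mouse 4, 0.01 without mouse 7 and 0.02 without mouse 9.

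**Figure D2:**
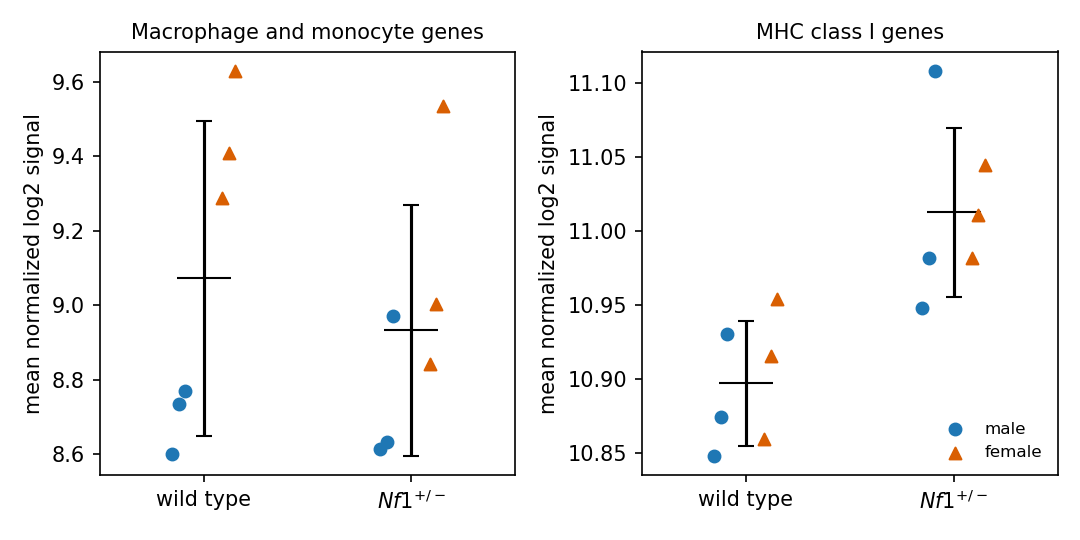
Mean normalized log2 signal of the macrophage and monocyte genes (left) and the MHC class I genes (right) in each mouse, by genotype and sex, with the mean and SD of each genotype. Macrophage levels were 9.07 ± 0.42 (SD, n = 6) in wild-type and 8.93 ± 0.34 in Nf1+/- mice, and MHC class I levels were 10.90 ± 0.04 and 11.01 ± 0.06.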

Note that GSEA of down-regulated transcripts in ECACC-6 yielded only one significant gene set, and therefore LEA of down-regulated transcripts in ECACC-6 could not performed. When examined individually, the majority of LEA genes (whether up- or down-regulated) are only modestly differentially expressed in affecteds as compared to unaffecteds, or in *Nf1*^+/- ^compared to wild-type mice.

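In the mouse arrays, all 64 measured genes of the list Nf1-Mouse-12_Up were higher in Nf1+/- mice, with a mean log2 difference of 0.09 and a largest value of 0.27. Mcm7, a subunit of the replicative helicase, had 0.18, and Rcc1, the exchange factor of the GTPase Ran, had 0.06. All 53 measured genes of Nf1-Mouse-12_Down were lower, with a mean of -0.10, as for Kmo, an enzyme of tryptophan breakdown (-0.28). No gene of either list passed over all probes with limma or when adjusted over the list alone, and 19 of the first list and 5 of the second had an unadjusted p below 0.05. Both lists were chosen by the paper on these mice, so that their direction is not independent evidence. The Up list differed by 0.06 in males and 0.12 in females, and the Down list by -0.04 and -0.16. Their size depends on the treatment of background, with 0.25 for Up and -0.22 for Down with background subtraction, and 0.22 and -0.19 with background parameters that resist extreme control values. The Up list moved with germinal centre B cell genes between mice of the same genotype and sex (correlation 0.95, exact permutation p = 0.000772). It differed by 0.03 (SE 0.01) with their score as a covariate and sex left out of the model. The Down list differed by -0.06 with the macrophage score as a covariate. Per mouse, the list means gave an exact permutation p of 0.0584 for Up and 0.130 for Down (6 mice per genotype). With mice relabelled within each sex, the exact permutation p was 0.025 and 0.055, or 0.125 and 0.1375 adjusted over the lists of the paper.
The list ECACC-6_Up, chosen on human lines, was also on the higher side in the mouse, with 52 of 56 measured genes higher and a mean of 0.07 (exact permutation p = 0.212), or 0.22 with background subtraction. It passed camera with the preset correlation (adjusted p = 2.5e-14), a call lost with adjusted p = 0.0981 with an estimated correlation. The mean was 0.04 without wild-type mouse 3 and 0.04 without Nf1+/- mouse 7. Of the 56 genes, 30 are also in Nf1-Mouse-12_Up, and the other 26 had a mean of 0.04 (exact permutation p = 0.455). The 42 measured genes of Coriell-18_Up had a mean of -0.01 (adjusted p = 0.405 from camera).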

### Ontological analysis of differentially expressed genes with Onto-Express, Pathway-Express and MetaCore tools

To validate the results of the GSEA analysis of *NF1 *haploinsufficiency, we analyzed the Coriell-18, ECACC-6 and *Nf1*-Mouse-12 sample sets using Onto-Express [16,17], Pathway-Express [18,19] and MetaCore software (Additional files 6, 7, 8, 9). Onto-Express analysis identified the ontological category "transcription" (FDR = 1.86 × 10^-4^) as the most significantly perturbed biological process among up-regulated transcripts in the Coriell-18 kindred (Additional file 6). Among down-regulated genes in the Coriell-18 sample set, Onto-Express analysis identified "immune response," "response to virus," and 'innate immune response" as highly statistically significant ontological categories (Additional file 6). 

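Single genes of mitosis and DNA replication were on the higher side in Nf1+/- mice without passing the test over all probes. Aurkb, a kinase of chromosome segregation, had a log2 difference of 0.08 (SE 0.03, exact permutation p = 0.0173, 6 mice per genotype), and Rangap1, which activates the GTPase of Ran and takes part in spindle function, had 0.13 (exact permutation p = 0.0195). Tyms, which makes thymidylate for DNA synthesis, had 0.14 (exact permutation p = 0.0325), and Rrm1, a subunit of ribonucleotide reductase, had 0.12 (exact permutation p = 0.0455). The leading edge list Nf1-Mouse-12_Up, chosen on these mice, holds 12 of the measured S-phase genes and 17 of the measured G2/M genes. Outside it, 15 of 23 S-phase genes were higher, with a mean log2 difference of 0.04 (exact permutation p = 0.444). Of the 23 other G2/M genes, 15 were also higher, with a mean of 0.03 (exact permutation p = 0.346). This division of the lists was chosen after the data were seen.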

Among up-regulated transcripts in the *Nf1*-Mouse-12 set, Onto-Express identified "mitosis," "cell cycle," "cell division" and "DNA replication" as highly statistically significant perturbed ontological categories (Additional file 6). There were no statistically significant down-regulated biological processes in the ECACC-6 and *Nf1*-Mouse-12 sets as determined by Onto-Express analysis. The Onto-Express method identified four ontological categories with modest FDR among genes up-regulated in ECACC-6 (Additional file 6). In summary, with the exception of ontological categories up-regulated in ECACC-6, there was good overlap in the results from the GSEA and Onto-Express methods (Figure 5, Additional file 5 and Additional file 6)

Next, we used Pathway-Express [18,19] to determine whether differentially expressed genes in the Coriell-18, ECACC-6 and *Nf1*-Mouse-12 sample sets are enriched with genes from known cellular pathways and whether these pathways are significantly perturbed by *NF1*-haploinsufficiency. Pathway-Express is a systems biology approach that considers the magnitude of expression change, gene type, position and interactions in known pathways [18]. As with Onto-Express, the Pathway-Express analysis agrees reasonably well with the GSEA analysis for the Coriell-18 and the *Nf1*-Mouse-12 sample sets. In these two sample sets, both Pathway-Express and GSEA identified immune system function and cell cycle, DNA replication and DNA repair, as significantly perturbed by *NF1*-haploinsufficiency (Additional file 7, Figure 5, Additional file 5). In contrast, there was no overlap in the analysis of ECACC-6 by GSEA and Pathway-Express. Examination of the pathways significantly perturbed in the three sets (as per Pathway-Express analysis) reveals that immune system signalling networks were the most abundant among the sets (Additional file 7).

Lastly, we used ontological categories and pathway analyses of the MetaCore "Biological Processes" and "Pathway Maps" as a third independent validation of our results from GSEA. First, the "Biological Processes" analysis (Additional file 8) yielded many ontological categories previously identified using the GSEA and Onto-Express methods. Among the top ten ontological categories for genes up-regulated in the Coriell-18 set are included "gene expression," "chromatin remodeling," "transcription," and "regulation of DNA damage response signal transduction by p53 class mediator." Similarly, the top ten ontological categories for genes up-regulated in the *Nf1*-Mouse-12 set all pertain to cell cycle and mitosis processes. As with the Onto-Express and Pathway-Express methods, there was more limited overlap in ontological categories for genes up-regulated in the ECACC-6 set. Second, the "Pathway Maps" method (Additional file 9) uses the GeneGo proprietary database to identify statistically significant pathways perturbed in a list of differentially expressed genes. This approach identified the "cell cycle_chromosome condensation in prometaphase" as the top perturbed pathway in the up-regulated *Nf1*-Mouse-12 set. This and other cell cycle and immune pathways are akin to those found using the Pathway-Express (Additional file 7) approach in the *Nf1*-Mouse-12 set. The pathways identified by the "Pathway Maps" method for the Coriell-18 and ECACC-6 sets did not correlate well with those found by Pathway-Express.

The *Nf1*-Mouse-12 set produced the most consistent results across all analyses (GSEA, Onto-Express, Pathway-Express and MetaCore). This may be due to the uniform genetic background shared by the animals in the set. We found less consistent results across all analyses with the ECACC-6 set, however this could be due to its small size and diminished statistical power.

## Discussion and Conclusions

The clinical, cellular and cell-signalling consequences of *NF1*-haploinsufficiency are well known [20-22]. Genomic changes are less well characterized. We present, to our knowledge, the first genome-wide study of the consequences of *NF1*-haploinsufficiency on germline (i.e. non-tumor) gene expression in humans. Consistent with the known dysregulation of RAS in NF1, we found evidence of up-regulation of cell cycle, mitosis, cytokinesis and RNA processing and transcription ontologic categories in LCLs. For the first time, we also found up-regulation of DNA repair, replication and recombination ontologic categories, presumably secondary to generalized cell cycle activation. Activation and subsequent deregulation of these critical pathways is a plausible cause for the permissive tumorigenic environment that is the hallmark of *NF1*-haploinsufficiency.

We hypothesized that in the tightly regulated somatic cell haploinsufficient changes, even of a critical gene like *NF1*, will be modest but detectable by microarray. Studies of the genome-wide consequences of tumor suppressor haploinsufficiency ideally require normal tissue, since tumor cell lines often feature copy-number changes [23]. Other studies investigating the genomic consequences of tumor suppressor inactivation have engineered near-nullizygosity (i.e. not haploinsufficiency) using RNA interference technology [24]. We elected to use LCLs from two banked kindreds for three reasons. First, within a family we were able to control for *NF1 *mutation heterogeneity. Second, neurofibromin is expressed and is functionally important in RAS regulation in B lymphocytes [25,26] in mouse models of NF1. Consistent with a functional role for neurofibromin in control of murine lymphocyte growth regulation in spleen [26], we observed a statistically significant difference in spleen weights between wild-type and *Nf1*^+/- ^animals. Importantly, we detected no evidence by histology or blood count of a leukemic or pre-leukemic disorder. Third, the study of the genetics of gene expression commonly uses LCLs, whose global gene expression patterns do not appear to be significantly disrupted by EBV transformation [27]. We show that *NF1 *is expressed at modest levels in normal LCLs (Figure 1) and fluctuates following serum deprivation (Additional file 10), suggesting that EBV transformation of B lymphocytes did not abrogate baseline or serum-dependent *NF1 *expression.

We found a statistically significant difference in *NF1 *expression level between affected and unaffected individuals in the Coriell 2176 pedigree (Figure 1). Affected individuals from the kindred harbor an *NF1 *mutation predicted to result in a premature stop codon, which presumably results in nonsense-mediated decay. We observed no statistically significant difference in *NF1 *expression level in the ECACC P0117 pedigree, whose affected individuals harbor an *NF1 *mutation predicted to result in exon 10a skipping (Figure 1). Presumably, this mutation does not affect mRNA stability. We observed similar mRNA transcript stability in the *Nf1*^+/- ^mouse (Figure 2) although the modest levels of *NF1 *expression in lymphocytes may preclude detection of expression differences. Similar transcript stability (as determined by northern blot analysis) was observed in the original publication describing the NF1 mouse model [15], although subsequent work using more sensitive techniques (quantitative PCR) have found modest expression differences in *Nf1 *in homogenized brain tissue from *Nf1*^+/-^*;Trp53*^+/-^*cis *mice [28].

We found few significant transcripts by permuted *t *test and intersection analysis shared among the Coriell-18, ECACC-6 and *Nf1*-Mouse-12 groups (Table 2, Figure 3 and Additional file 1), however few transcripts were validated by qPCR (Table 3). The small number of statistically significant transcripts may be due to the limited number of samples or high variability of individual gene expression levels in the samples. In summary, in LCLs *NF1*-haploinsufficiency appears to have a small effect on the expression of any single transcript.

Because we expect the changes in specific transcripts to be subtle between wild-type and *NF1*^+/- ^cells, we sought evidence for global changes in specific ontologic categories of genes (and not individual transcripts) perturbed by *NF1*-haploinsufficiency. We chose Gene Set Enrichment Analysis given its success in identifying *KRAS2 *expression [29], JNK signalling [24] and clinical survival signatures [30] in variety of datasets. To be conservative, we used 5000 permutations, set a low false discovery rate threshold (<0.05) and compared results across our three expression datasets. Using the leading edge analysis algorithm in GSEA, we observed striking similarities in the proportion and ontology of up- and down-regulated categories in the two human and one mouse group (Figure 5). Four of the five top up-regulated ontological categories in the ECACC-6 and *Nf1*-Mouse-12 groups were identical (cell cycle/mitosis/cytokinesis, DNA repair/replication/recombination, transcription/RNA processing, cell proliferation). Three of the four top up-regulated ontological categories in the Coriell-18 group (transcription/RNA processing, DNA repair/replication/recombination and cell proliferation) were among the top five categories in ECACC-6 and *Nf1*-Mouse-12 groups. The similarities between the ECACC-6 and *Nf1*-Mouse-12 groups may be due to similar mutation types: the *NF1 *mutation in both the ECACC-6 family and the *Nf1*^+/- ^mice results in in-frame exon skipping [15], whereas the mutation in the Coriell-18 group is predicted to lead to a premature stop codon. In the Coriell-18 group, the largest up-regulated category (translation/protein biosynthesis/ribosome biogenesis, accounting for ~40% of LEA genes) was not in the top 14 categories of the ECACC-6 and *Nf1*-Mouse-12 groups. Furthermore, there were fewer significant gene sets enriched in the Coriell-18 group (4 sets) than in the ECACC-6 (65 sets) and *Nf1*-Mouse-12 groups (189 sets), which may make meaningful statistical comparisons difficult.

The largest up-regulated category in the GSEA leading edge analysis of the ECACC-6 and *Nf1*-Mouse-12 groups is cell cycle/mitosis/cytokinesis (e.g. *CDC20*, *CDC2*, *FOXM1*, *MCM3*, *MCM6*, *MCM2*, *CCNB2 *- Additional file 4). This perturbation is consistent with the known RAS dysregulation observed in *NF1*-haploinsufficiency. 

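In mouse B lymphocytes, Mcm2, Mcm3 and Mcm6, subunits of the helicase that unwinds DNA at replication, had log2 differences of 0.14, 0.05 and 0.12 (exact permutation p = 0.0108, 0.0281 and 0.0368, 6 mice per genotype). A brighter probe for Mcm6 had 0.22 (SE 0.19). Cdc20, an activator of the anaphase-promoting complex, had 0.08 (exact permutation p = 0.0325) on its brightest probe and 0.02 on each of 2 other probes. Cdk1, the kinase named CDC2 in the paper, had 0.07 (exact permutation p = 0.113). Foxm1, a transcription factor of mitotic genes, had -0.00 (exact permutation p = 0.929), and it is in the leading edge list of ECACC-6 and not in that of the mouse. Ccnb2, a mitotic cyclin, was not detected in enough mouse arrays to be tested. None of these genes passed the test over all probes (adjusted p = 1.00 for each from limma). The paper relates the higher expression of this category to the dysregulation of RAS known in NF1 haploinsufficiency.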

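Of the genes of DNA replication and repair in the mouse, Rfc4 and Rfc3, subunits of the complex that loads the sliding clamp on DNA, had log2 differences of 0.23 and 0.06 (exact permutation p = 0.0519 and 0.0346, 6 mice per genotype). Further probes for Rfc4 and Rfc3 had 0.03 and 0.00. Fen1, the nuclease that trims Okazaki fragments, had 0.17 (SE 0.06, exact permutation p = 0.0260). Ung, which removes uracil from DNA, had 0.02 (exact permutation p = 0.106), and Rad51, the recombinase of homologous recombination, was not detected in enough arrays to be tested. No probe of these genes passed the test over all probes with limma. Lists of repair genes without replication factors, fixed before the data were examined, went both ways. Of 41 measured genes of excision, mismatch and end-joining repair, 20 were higher and 21 lower, with a mean of 0.00 (adjusted p = 0.646 from camera). Their median was below 0 and their mean above 0, and both round to 0.00. Of 35 measured genes of homologous recombination and the Fanconi pathway, 20 were higher and 15 lower, with a mean of 0.00 (adjusted p = 0.479 from camera). Adjusted over the list alone, no gene of either list passed with limma, and 1 gene of the first, Neil1, a DNA glycosylase (0.04), had an unadjusted p below 0.05.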

The second-most perturbed up-regulated process in ECACC-6 and *Nf1*-Mouse-12 (and third-most perturbed in Coriell-18) groups is the DNA replication/repair/recombination category (e.g. *RFC4*, *FEN1*, *RFC3*, *UNG*, *RAD51 *- Additional file 4). This DNA damage response (DDR), or activation of genes associated with DNA replication/repair/recombination, is likely secondary to oncogene-associated (e.g. NF1-associated dysregulation of RAS) up-regulation of cell cycle/mitosis/cytokinesis genes [31]. Null or loss-of-function mutations in genes associated with DNA replication/repair/recombination are typically deleterious [32]. Paradoxically, activation of DDR genes themselves (especially in the context of on-going DNA replication stress) can result in oncogene-induced DNA damage, genomic instability and progression in human precancerous lesions [31]. To our knowledge, oncogene-induced DNA damage has not been specifically observed in NF1-associated tumors, although the murine *Nf1*^+/-^*;p53*^+/-^*cis *model of NF1 malignancies hosts a mild mutator phenotype in a wide variety of normal tissues in mice [33]. Our observations of DNA replication/repair/recombination up-regulation in germline *NF1*-haploinsufficiency suggest that subsequent *NF1 *bi-allelic inactivation and loss of heterozygosity may be secondary, in part, to oncogene-induced DNA damage. It is possible that the perturbations in cell cycle and DNA repair pathways that we observe apply to tumor suppressor haploinsufficiency in general, and not NF1 in particular. We are not aware of similar analyses in other tumor suppressor genes (e.g. *RB*).

These observations are largely supported by our analysis with Onto-Express, Pathway-Express and MetaCore tools (Biological Processes and Pathway Maps). These methods revealed perturbed cell cycle, mitosis, transcription and DNA replication and repair pathways, especially in up-regulated genes in the Coriell-18 and *Nf1*-Mouse-12 sets. Perturbed immune pathways were commonly identified in down-regulated genes in Coriell-18 and *Nf1*-Mouse-12 sets.

Haploinsufficiency (of any gene) is traditionally viewed as a passive state in which loss of one allele is insufficient to maintain the wild-type phenotype. Mouse modelling of *Nf1*-haploinsufficiency clearly shows a permissive tumorigenic environment in NF1, although the actual mechanism is unclear [4]. Evidence from other tumor-predisposition syndromes suggest that haploinsufficiency is an active state that facilitates cancer progression [3]. The perturbed, up-regulated pathways we observed, including those controlling DNA damage and repair, may functionally contribute to *NF1*-haploinsufficiency as an "active state" that ultimately promotes the loss of the wild-type allele [3].

## Methods

All studies were performed after review by appropriate NIH institutional review board and animal use and care committees.

### Culture of lymphoblastoid cell lines from human pedigrees

All NF1-affected and -unaffected banked lymphoblastoid cell lines (LCLs; Epstein-Barr virus (EBV)-transformed peripheral blood B lymphocytes) from two human kindreds with neurofibromatosis type 1 were obtained from the Coriell Institute (pedigree 2176; Camden, NJ, USA) and the European Cell and Culture Collection ("ECACC," pedigree P0117; Salisbury, Wiltshire, United Kingdom). Cultures were maintained in an incubator at 37°C with 5% CO_2 _in T25 flasks in medium with RPMI 1640 supplemented with 2 mM L-glutamine, 100 Units/mL penicillin, 100 μg/mL streptomycin and 15% heat inactivated fetal bovine serum (all tissue culture reagents were from Gibco/Invitogen, Carlsbad, CA, USA). Cultures were grown to a density from 0.9 × 10^6 ^to 1.3 × 10^6 ^cells/mL and harvested in Trizol reagent (Invitrogen, Carlsbad, CA, USA). To reduce batch effects, manipulation of NF1-affected and -unaffected cultures was randomized.

### *NF1 *genotyping of human pedigrees

The sample designated by the repository institution as the proband from each of the two kindreds was genotyped for mutations in the gene *NF1 *[34]. The presence or absence of the specific mutation was then verified by PCR and sequencing in all members of the kindred.

### Matched groups

We matched nine NF1-affected and nine NF1-unaffected adults (age >15 years) within Coriell pedigree 2176 ("Coriell-18") and three NF1-affected and three NF1-unaffected adults within ECACC pedigree P0117 ("ECACC-6") by age and gender (Table 1). The average age of NF1-affecteds and -unaffecteds in the Coriell-18 group was 37.9 ± 16.5 and 37.6 ± 12.5 years, respectively. (In the Coriell pedigree, two samples from adults without a specified age were included in both the affected and unaffected groups.) The average age of NF1-affecteds and -unaffecteds in the ECACC-6 group was 36.7 ± 3.5 and 35.3 ± 5.1 years, respectively.

### Evaluation of *Nf1*^+/- ^and wild-type mice

Six *Nf1*^+/- ^B6 [15] (three males, three females) and six wild-type (three males, three females) adult ("*Nf1*-Mouse-12") mice from 5 litters of the same line were euthanized at the age of eight months with CO_2 _and the weights of brain, heart, kidneys, and spleen were recorded. To rule out the confounding effects of an occult leukemia, glioma or pheochromocytoma, a complete blood count, lymph node sampling, spleen biopsy, sternum bone marrow, adrenal gland biopsy and whole-brain sections were collected and examined histologically. Males and females were harvested on two different days.

### Isolation of CD19+ spleen B lymphocytes from *Nf1*^+/- ^and wild-type mice

The dissected spleens were homogenized with the tip of a syringe plunger (3 mL syringe, slip tip, BD Biosciences, Discovery Labware, Bedford, MA, USA) and passed through a 70 μm nylon cell strainer (BD Biosciences) and purified using the CD19 mouse microbeads (Miltenyi Biotec, Auburn, CA, USA) on the autoMACS Separator (Miltenyi Biotec) using the possel_d program, following the manufacturer's directions. CD19+ and CD19- flow-through fractions were collected, and the purity was assessed by FACS on aliquots using GR1-FITC, B220-PE, CD3-PerCPCy5.5 and MAC1-APC antibodies (BD Pharmingen, San Diego, CA, USA). The remaining CD19+ and CD19- fractions were immediately lysed in 1 mL of the Trizol reagent (Invitrogen) and frozen at -80°C.

### RNA and DNA isolation

For RNA and DNA isolation, Trizol cell lysates were mixed with chloroform (1/5 of lysate volume), vortexed for one minute and centrifuged in a table-top centrifuge at 13,000 rpm for 15 min at 4°C. The aqueous phase was used for RNA isolation and the organic phase was used for DNA isolation. For total RNA isolation, the aqueous phase was mixed with equal volume of 70% ethanol and immediately loaded onto RNeasy mini columns (Qiagen, Valencia, CA, USA), with subsequent steps performed as per the manufacturer's protocol. The RNA quality was estimated on a 2100 Bioanalyzer, RNA 6000 Nano Chips (Agilent, Santa Clara, CA, USA). Samples with RNA integrity number (RIN) of 8.0 and above were used for further analysis. Total RNA from mouse spleen B lymphocytes was analyzed with the *Nf1 *TaqMan quantitative RT-PCR assay (Applied Biosystems, Foster City, CA, USA) per the manufacturer's instructions. Genomic DNA isolation from Trizol lysates was performed as previously reported [35].

### Protein isolation and western blotting

Whole cell lysates for protein analysis were prepared using RIPA lysis buffer (Upstate Biotechnology (Millipore), Billerica, MA, USA) as per the manufacturer's instructions. Western blot analysis was done as described elsewhere [36,37]. All antibodies were obtained from Santa Cruz Biotechnology (Santa Cruz, CA, USA) and used as per the manufacturer's instructions. Signals were developed with the Super Signal West Pico chemiluminescent substrate (Pierce Biotechnology Inc., Rockford, IL, USA) and visualized by using Amersham Hyperfilm ECL X-ray film (GE Healthcare, Piscataway, NJ, USA). Western blots were stripped for hybridization with other primary antibodies in Restore Western Blot Stripping Buffer (Pierce) as specified in the manufacturer's protocol.

### Microarray expression profiling of LCLs and murine spleen CD19+ B lymphocytes

We performed microarray expression profiling of the human and mouse samples on single-color Illumina microarrrays. The human Coriell-18 group was hybridized to the Illumina platform as well as a two-color oligonucleotide array. Illumina expression datasets were submitted to Gene Expression Omnibus (GSE18444 - Coriell-18; GSE18445 - ECACC-6; GSE18447 - *Nf1*-Mouse-12; GSE18448 - all sets; two-color oligonucleotide microarray dataset is available upon request).

#### Illumina (single-color) microarray gene expression profiling

All reagents, consumables, lab-ware, instruments, and software were obtained from Illumina Inc., (San Diego, CA, USA) unless indicated otherwise. RNA amplification/labeling, microarray hybridization, and microarray washing/staining and scanning procedures were done according to the Illumina protocols without modifications. Amplified biotinylated cRNA (1.5 μg) was hybridized to either HumanWG-6_v2 or MouseWG-6_v1 Sentrix BeadChips. In all steps, care was exercised to avoid batch effects. Samples were hybridized to the microarrays at 55°C for 16-17 hours. Microarrays were washed to remove non-specifically bound cRNA, stained with 1 μg/mL Streptavidin-Cy3 (GE Healthcare, Piscataway, NJ, USA), dried, and scanned in BeadStation 500 scanner. Image acquisition and initial image analysis were done with Illumina BeadScan and BeadStudio applications.

#### Spotted oligonucleotide (two-color) microarray gene expression profiling

Microarray slide preparation, probe labeling and hybridization and data analysis were described elsewhere with some modifications [38,39]. Briefly, microarray slides were manufactured at the NHGRI microarray core facility from 34,580 oligonucleotide probes obtained from the Human Genome Oligonucleotide Set Version 3.0 from Qiagen Inc. (Valencia, CA, USA). Dried oligonucleotides were resuspended in 3× SSC solution and spotted on epoxy-coated slides. The slides were then cleaned by vigorous shaking in a 0.5% SDS solution for 2 min and incubated for 20 min in water at 50°C. The slides were dried by centrifugation. Total RNA (15 μg) from LCL samples or 15 μg of Universal Human Reference RNA (Stratagene/Agilent Technologies, La Jolla, CA, USA) were reverse transcribed with anchored oligo-dT primer in the presence of an aminoallyl dUTP. After purification, the cDNAs from LCLs were coupled with Cy3 and Universal Human Reference RNA - with Cy5 for 1 h. Labelled samples were column-purified from unincorporated Cy3 and Cy5. For each sample, total dye incorporation and total amount of synthesized cDNA were calculated. Samples with incorporated dye of greater than 30 picomoles per sample and a nucleotide/dye ratio of less than 50 were used for the hybridization step. The labelled cDNAs were then hybridized to the slides in a 1× In Situ Hybridization buffer (Agilent Technologies, Palo Alto, CA, USA). The hybridization was done overnight at 60°C in a rotisserie oven (Agilent Technologies). All subsequent steps were done in an ozone-free chamber to prevent Cy5 degradation. Slides were washed in a series of SSC/SDS buffers and dried by centrifugation. Scanning of microarrrays was done with a laser confocal scanner (Agilent Technologies), and the fluorescence intensities were measured in the spots and their surrounding areas.

### Statistical analysis of microarray data

#### Permuted t test and multiple testing correction

Raw data from the Illumina BeadChips for both human and mouse experiments was corrected for background and quantile normalized using BeadExplorer (version1.5.0), a Bioconductor module developed for quality control, normalization, annotation and exploration of Illumina BeadChip data [40]. Raw data from arrays from the NHGRI Microarray Facility was corrected for background and normalized by median shift using the DEARRAY IPLab image processing package (Scanalytics, Fairfax, VA, USA). All expression values were log_2 _transformed. Expression datasets were formatted and imported into BRB-ArrayTools (developed by Drs. Richard Simon and Amy Peng Lam, version 3.4.1) [41] and ArrayAnalysis [42] statistical packages. To identify statistically significant genes, we used the "Class comparison" and "F-test/T-test" analyses in BRB-ArrayTools and ArrayAnalysis, respectively. The false discovery rate (FDR), a permutation-based approach for multiple comparisons problem was used for identification of statistically significant genes.

#### Intersection (hypergeometric) analysis: Coriell-18 vs ECACC-6 vs Nf1-Mouse-12

Transcripts in the two human and mouse groups were ranked by their nominal *P *values and the top ~5% of genes from each list were chosen for intersection analysis. Before comparison, all mouse transcripts were converted to their human homologues. We used the hypergeometric distribution function and Fisher exact test to determine the significance of the overlap of specific genes between the human and mouse groups.

#### Intersection (hypergeometric) analysis: Illumina vs. spotted oligonucleotide arrays

Permuted *t *tests were performed for the expression dataset on Coriell-18 from both the Illumina and spotted oligonucleotide arrays. After ranking transcripts by their nominal *P *values and filtering out transcripts not expressed in both expression datasets, the significance of the intersection analysis for the ~5% top-ranking genes from the lists was determined using the hypergeometric distribution function and Fisher exact test.

### Quantitative real-time reverse transcriptase PCR

We selectively validated a group of 22 transcripts (twelve human and ten mouse) for quantitative PCR (qPCR) validation. We chose transcripts that were either statistically significant by *t *tests or intersection analysis. All reagents, consumables, instruments, protocols, and software used in the gene expression analyses were obtained from Applied Biosystems. Total RNA samples were adjusted to 100 ng/μL and used for cDNA synthesis with High Capacity cDNA Archive Kit according to the manufacturer's protocol. The cDNA preps were used in real-time qPCR without further purification and were kept frozen at - 20°C when not in use. All real-time qPCR analyses in this study were performed with TaqMan gene expression assays. One μL of an unpurified cDNA mix was used as an input for an individual qPCR reaction. TaqMan Universal PCR Master Mix, cDNA and TaqMan gene expression assays were mixed according to the manufacturer's protocol. Reactions were performed in 384-well plates with 20 μL of reaction mix per well. Expression analysis of each gene in each sample was done in triplicates. Human and mouse *GAPDH/Gapdh *gene expression assays were used as normalization controls. All reactions were done in a 7900HT Fast Real-Time PCR System instrument using the default amplification protocol. Relative quantitation of gene expression was done using "double delta Ct" method according to the manufacturer's protocol.

### Gene Set Enrichment Analysis (GSEA)

The GSEA analysis was performed as described elsewhere [43]. Briefly, Illumina expression datasets were background-corrected and quintile normalized and loaded into the application along with phenotype label and chip annotations files. Analysis was performed against the entire GSEA database (June 2009), which after filtering out gene sets smaller than 15 and larger than 500 genes (as recommended) included ~3400 gene sets. "Permutation type" parameter was chosen as "gene-set" for all sample sets, since one of them (ECACC-6) was comprised of fewer than twelve samples. Five thousand permutations were performed for each sample set. The FDR threshold for statistically significant gene sets was set at 0.05. Gene sets with FDR at or below 0.05 were submitted to a leading edge analysis (LEA). LEA extracts the genes that contributed most significantly to the enrichment score. An ontological analysis ("Biological Process" in Gene Ontology and UniProt databases) of the LEA gene lists was performed for the genes, which were present in at least 10% of statistically significant gene sets submitted for the LEA. In cases when fewer than 20 significant gene sets were identified, we either performed LEA with gene sets with the best 20 FDR scores (*Nf1*-Mouse-12 down-regulated gene sets) or performed ontological analysis for the genes in the LEA list which were present in at least two gene groups (Coriell-18 up-regulated gene sets). For ontological analysis, each gene was placed into one or more categories, and closely related categories were bundled together (for instance, "DNA repair", "DNA replication", "DNA damage", "DNA recombination" categories were bundled into the "DNA repair/replication/recombination" category). There was a single significant gene set down-regulated in ECACC-6 group, and therefore the LEA could not be performed.

### Ontological analysis of differentially expressed genes with Onto-Express, Pathway-Express and MetaCore tools

Up- and down-regulated differentially expressed genes (*t *test *P *< 0.05) in Coriell-18, ECACC-6 and *Nf1*-Mouse-12 sample sets were subject to ontological analysis with Onto-Express [16,17], Pathway-Express [18,19] and MetaCore tools (GeneGo, Inc.) as per the authors' or manufacturer's guidelines. In the Onto-Express and MetaCore analyses, a hypergeometric distribution was used for calculating nominal *P *values and the FDR procedure was used for correction of multiple testing. In the Pathway-Express analysis, the default settings were used except for the "Correction" option; FDR was selected as a multiple testing correction procedure. Ontological categories and pathways with FDR values equal or less than 0.05 were considered significant.

## Abbreviations

NF1: neurofibromatosis type 1; LCL: lymphoblastoid cell line; GSEA: gene set enrichment analysis; EBV: Epstein-Barr virus; FACS: fluorescent activated cell sorting; FDR: false discovery rate; LEA: leading edge analysis; DDR: DNA damage response; ECACC: the European cell and culture collection.

## Authors' contributions

AP carried out collection, analysis and interpretation of data and drafted the manuscript. CP assisted with collection and analysis of data. KMR provided mice and assisted with interpretation of data. DRS conceived and designed the study, interpreted data and wrote the final draft of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Intersection analysis of Coriell-18, ECACC-6 and *Nf1 *-Mouse-12 expression datasets**. The most differentially expressed genes (top 5 per cent) from the human and mouse sets were used for intersection analysis. The results of a pair-wise and three-way intersection analysis are shown. See also Figure 3. Click here for file

Additional file 2 **Comparison of fold difference values of the most differentially expressed genes on Illumina and NHGRI microarrays**. Samples from Coriell-18 set were analyzed in parallel on Illumina and NHGRI microarrays. Intersection analysis of the most differentially expressed transcripts from two platforms was performed, and the expression fold difference (Affecteds vs. Unaffecteds) was calculated for each transcript found in the overlap between the two platforms. See also Figure 4. Click here for file

Additional file 3 **Quantitative PCR validation of microarray data for select human and mouse genes**. Twelve human genes were subject to qPCR validation in the human Coriell-18 and ECACC-6 sets. Ten mouse genes were subject to qPCR validation in the murine *Nf1*-Mouse-12 set. Both microarray and qPCR expression values in NF1-affecteds and *Nf1*^+/- ^mice were normalized to expression values in NF1-unaffecteds or wild-type mice, respectively. Expression values in NF1-unaffecteds and wild-type mice were arbitrary set at 1.0. Red bars denote mean expression in NF1-affecteds on microarrays, blue bars denote mean expression in NF1-unaffecteds on microarrays; orange bars denote mean expression in NF1-affecteds by qPCR; and green bars denote mean expression in NF1-unaffecteds by qPCR. Gene names are shown below each set of bars. Sample set names are shown on top of each plot. Error bars are equal to one standard deviation. Asterisks above bars denote genes validated by qPCR (nominal *P *value < 0.05). Click here for file

Additional file 4 **Leading edge analysis identifies transcripts that are most frequently present in the significant gene sets**. Leading edge analysis of significant GSEA gene sets was performed, and the transcripts were ranked by the total number of times they are present in statistically significant gene sets. See also Figure 5. Click here for file

Additional file 5 **Ontological annotation of transcripts identified by leading edge analysis**. Up- and down-regulated transcripts identified by leading edge analysis were ontologically annotated, and similar or related categories were combined. The resulting categories were ranked by the number of transcripts included in each category. Click here for file

Additional file 6 **Ontological analysis of differentially expressed genes with Onto-Express**. Functional profiles based on Gene Ontology (GO) biological processes terms were created for up- and down-regulated transcripts in two human and a mouse sample sets. For each set of transcripts, statistically significant ontological categories were determined by the hypergeometric test, followed by a multiple testing correction procedure (FDR). Only categories with FDR below the threshold (0.05) are shown. Note that there are no significant categories in the lists of down-regulated transcripts in ECACC-6 and *Nf1*-Mouse-12 sets. Click here for file

Additional file 7 **Pathway level analysis of differentially expressed genes with Pathway-Express**. Differentially expressed genes in two human and a mouse sample sets were compared to known cellular pathways in the KEGG database, followed by impact factor computation and FDR correction. Statistically significant pathways (FDR < 0.05) and their impact factors (IF) are shown for each sample set. Click here for file

Additional file 8 **Ontological analysis of differentially expressed genes with MetaCore tools**. Ontological profiling similar to that described in Additional file 7 was performed using proprietary MetaCore software and GO database. *P *values and FDR (not shown in the tables) were calculated for each category. Only categories with FDR below threshold (0.05) are shown. Note that there are no significant categories in the set of *Nf1*-Mouse-12 down-regulated transcripts. Click here for file

Additional file 9 **Pathway level analysis of differentially expressed genes with MetaCore tools**. Up- and down-regulated genes in two human and a mouse sample sets were analyzed with GeneGo pathway maps database. *P *values and FDR (not shown in the tables) were calculated for each pathway. Only pathways with FDR below threshold (0.05) are shown. Note that there are no significant pathways in the sets of down-regulated transcripts. Click here for file

Additional file 10 **Dynamic change of neurofibromin level in lymphoblastoid cell lines in response to serum deprivation**. We determined the effects of serum deprivation on neurofibromin level as a way to establish the physiologic relevance of lymphoblastoid cell lines (LCLs) in the study of *NF1*-haploinsufficiency. We measured levels of neurofibromin in two LCLs (one each from NF1-affected, and -unaffected individuals) that were serum-deprived (0.1% serum) for 16 hours, and then released for variable amounts of time in complete (10% serum; supports cell proliferation), or incomplete (1% serum; does not support cell proliferation) medium. Western blot analysis and quantitation of relative abundance of neurofibromin in an NF1-unaffected individual (A) and an NF1-affected individual (B). NF1 abundance data is shown to the right from respective western blot and is plotted as percentage relative to *NF1 *abundance in exponentially growing cells. "E" - exponentially growing LCLs; "S" - serum starved LCLs; 5', 30', 7 h - cells released into media containing either 1% or 10% FBS for 5 min, 30 min or 7 hours, respectively. Our experiment showed that the amount of neurofibromin increased approximately two-fold in serum-starved cells as compared to that in exponentially growing LCLs from both affected and unaffected individuals. When the cells were released into complete medium (10% FBS), the neurofibromin level quickly returned to pre-starvation levels in both NF1-affected and -unaffected LCLs. In contrast, the neurofibromin level continued to increase during prolonged incubation of the cells in incomplete medium (1% FBS). We conclude that in LCLs neurofibromin level is sensitive to environmental conditions. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

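RNA from CD19+ spleen B lymphocytes of 12 mice aged 8 months, 6 Nf1+/- and 6 wild type with 3 males and 3 females of each genotype, was measured by the authors on Illumina mouse arrays, 1 array per mouse. The human cell lines of the paper were not analysed, since the deposited mouse values alone were used. The deposited table gives, for each of 46120 probes and each array, the average bead signal as intensity, which the authors exported from the scanner software without background subtraction or normalization, and a detection score from 0 to 1 that approaches 1 for a probe above the negative controls. The detection p was taken as 1 minus the score. The background correction and quantile normalization with BeadExplorer 1.5.0 that the paper describes came after these values and are not in them.

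Signals were background corrected, quantile normalized and log2 transformed with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16. The mean and SD of the negative controls, which are not in the table, were inferred from the detection scores. On every array, 1 inferred control lay at a signal of 20533 to 23946, which gave an inferred SD of 341 to 397. This large SD lifts the floor of the normalized values and compresses differences between dim probes. With mean and SD estimated by Huber's method in MASS 7.3.60.0.1, the SD was 8.15 to 9.93. The 5th percentile of the log2 values of probes kept was 7.63 with neqc and 5.25 with Huber's estimates. The neqc setting was fixed before the data were examined. Huber's estimates were chosen after results under 4 background settings had been seen and for a time served as the main setting, before the planned one was restored. They are reported as an alternative.

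Probes were kept when detected at a detection p below 0.05 in at least 6 of the 12 arrays, which left 16204 probes, 15799 of them with a gene symbol. Probes were named by accession (22668), symbol (5044) or synonym (5514) in the gene table of GRCm38, 11163 kept the name of the deposited annotation and 1731 had no name. Gene order and chromosome membership came from the same table. For gene lists, the brightest probe of each of 12204 genes was used. Arrays detected 15538 to 16432 probes, their highest signal was 50472 to 56789, and Spearman correlations between arrays were 0.940 to 0.990. Array weights of limma were lowest for Nf1+/- mouse 4 (0.269) and wild-type mouse 3 (0.495).

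Genotypes were compared per probe with limma's lmFit and eBayes, without covariates as in the paper's own test, and p values were adjusted by Benjamini-Hochberg, with thresholds of 0.05 and, as in Table 2, 0.25. Sex, which is also the harvest day, was used as a block in an alternative. Exact two-sided permutation tests relabelled the 6 and 6 mice in every way, so the smallest p is 0.00216. Where said, mice were relabelled within each sex instead. Gene lists were tested with camera at a preset correlation of 0.01 and adjusted over 12 process lists, 14 cell type lists and 5 leading edge lists of the paper separately. This test stands in for the gene set enrichment analysis of the paper, whose database was not available. Fry of limma was also run, and gene-permutation enrichment used fgsea 1.28.0 with 10000 permutations.

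The process lists were S phase, G2/M, excision, mismatch and end-joining repair, homologous recombination and Fanconi, nucleolar and splicing, ribosomal proteins, type I interferon, interferon-gamma, MHC class I, MHC class II, ERK pathway output, and immediate early and heat-shock genes. The cell type lists were pan-B, marginal zone, follicular, germinal centre, plasma cell, B-1 with memory and age-associated B cell, macrophage and monocyte, neutrophil, dendritic cell, T cell, NK cell, erythroid, megakaryocyte and platelet, and stromal and endothelial genes. All were written before the data were examined. The genes named in the text are mouse genes the paper names, whose published values were known, genes among the 10 smallest p values in each direction, up to 4 members with the smallest p of each list discussed with the strongest member against the list, sex-linked controls, and Cd19. The most abundant genes of 4 lists and examples from Additional file 1 were added after their values were seen.

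The procedure was tested on simulated data with 16204 probes, of which 200 were shifted. Of the shifted probes, 77.6% were called at a log2 change of 0.25, 94.0% at 0.5 and 98.5% at 1. In all 186 probes were called, 6 of them unshifted (3.23%). A list shifted by 0.1 was called, and none of the other lists was. Noise was drawn independently for each probe, so genes of a list were not correlated in the simulation. It therefore does not measure false list calls among correlated genes. Shifts were added to normalized values, where differences of dim probes are already compressed, so the shares called do not hold for true changes of dim probes. Alternatives changed the background correction, normalization, filter, treatment of sex, test, variance model, set test, probe per gene and mice included. The BeadChip of each array is not given in the deposited files, so no BeadChip effect was modelled. The mice came from several litters, which are not labelled per mouse, so litter could not be modelled and the tests treat the 12 mice as independent.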

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

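The bounds set on the erythroid, germinal centre and plasma cell lists and their correlations with the cell cycle lists, the correlation between macrophage genes, the list without a single mouse, the lists without the chromosome of Nf1, the positions of the Table 2 transcripts, all counts of mice regrouped within sex, and all other counts of regrouped mice except that for the chromosome of Nf1 are tests chosen after the results were seen. The share of low p values on that chromosome was planned, but the whole chromosome was chosen over narrower neighbourhoods after the results were seen.

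The probe for the neomycin resistance gene, which the paper does not report on, had a signal of at least 308.2 in every Nf1+/- mouse and at most 79.2 in wild-type mice, and was detected in 6 of 6 and 0 of 6 arrays. In wild-type mouse 3, a male, the mean level of the S-phase genes was 8.44, against 8.59 in the next lowest wild-type mouse, a gap of 0.675 of the range of the group. In wild-type mouse 10, a female, Inpp5k was at 11.51, against 11.37 in the next highest wild-type mouse, a gap of 0.702 of the range. Each gap exceeds the 95% limit of Dixon's test for 6 mice, which chance passes in about 1 of 20 groups, and 2 of 62 groups tested passed it.

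Genes of S phase and G2/M were on the higher side in Nf1+/- mice, and cycling cells of another kind in the sorted fraction are a candidate source. Erythroid genes, whose precursors the CD19+ selection should remove, differed by -0.11 (95% interval -0.32 to 0.10), with Hbb-b1 at log2 levels of 10.17 in Nf1+/- and 10.90 in wild-type mice and Hba-a1 at 9.43 and 10.32, while germinal centre B cells carry CD19 and stay in the sort, and their genes differed by 0.15 (-0.06 to 0.36), with Lmo2 at 12.50 in both, Bcl6 at 11.28 and 11.32, and Basp1 at 11.06 and 10.48, while plasma cell genes, for plasmablasts, differed by -0.014 (-0.07 to 0.05), with Mzb1 at 13.55 and 13.62 and Xbp1 at 12.37 and 12.39. None of the intervals, which leave sex out of account, excludes a shift in either direction. Between mice of the same genotype and sex the germinal centre score followed S phase and G2/M (correlation 0.925 and 0.956, exact permutation p = 0.00309 and 0.00231). With this score as a covariate and sex left out of the model, the differences became 0.00 (SE 0.02) and -0.02 (SE 0.01). Plasma cell genes had correlations of 0.333 and 0.162 (exact permutation p = 0.295 and 0.599) and erythroid genes of -0.470 and -0.567 (exact permutation p = 0.0957 and 0.0162, unadjusted). The largest differences of the erythroid list were in the globins Hba-a1 (-0.89) and Hbb-b1 (-0.74), while Klf1 and Epor had -0.00. Its score may thus follow globin transcript more than cycling precursors, and the correlations do not decide on erythroid cells. More germinal centre B cells thus stay a candidate source, as do plasmablasts and erythroid precursors. More cycling among B lymphocytes in general also stays open and can raise both the cell cycle and the germinal centre scores. None of the genes of the germinal centre, plasma cell and erythroid lists is in the leading edge lists of the mouse. Other groupings of the mice also changed process lists, with 6 lists in the real one and up to 8 in another (13 of 100 groupings gave as many), or 6 and up to 7 within sex (12 of 100), so chance cannot be excluded for their number.

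Genes of macrophages were on the lower side in Nf1+/- mice, and fewer contaminating macrophages in the CD19+ sort are a candidate source. The genes moved together between mice of the same genotype, with a correlation of 0.747 estimated by camera, or 0.615 with sex in the model, since their level also differed by 0.564 between females and males, and the abundant Vcam1 (11.42 in Nf1+/- and 11.69 in wild-type mice), Cfp (11.35 and 11.54) and Slc40a1 (10.71 and 11.19) were on the lower side, while Ncf2 was at 12.55 and 12.58. The difference was -0.027 without wild-type mouse 8, and the call was also lost without wild-type mouse 10 (-0.07) or Nf1+/- mice 2 (-0.07) and 4 (-0.08), so a few mice carry it. Lists of T cells, neutrophils and NK cells differed by -0.01 each (NK cells by -0.19 with background subtraction). Purity, common regulation of these genes and an effect of genotype on them stay open, with a difference of 0.04 in males and -0.32 in females, a contrast between the sexes that did not pass (exact permutation p = 0.225).

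Probes with a p below 0.001 were more frequent on the chromosome of Nf1 than elsewhere (4 of 1150, 0.348%, against 7 of 12219, 0.0573%, one-sided Fisher's exact p = 0.011), as sequence flanking the targeted allele from the strain it was made in could bring about. They are Inpp5k and Gosr1, within 100 genes of Nf1 (2 of 162, p = 0.00577 by the same exact test), and Nt5c and Tgtp1, over 200 genes away (2 of 861, p = 0.115 by the same exact test). Of the 14 transcripts of Table 2 with a known position, 7, from 6 genes, lie on this chromosome, against 8.60% of the 13369 tested probes with a known position. However, Table 2 was chosen by low p on these same arrays, so this restates the share above and is no further support. Only these 13369 probes entered the counts. The probes of 2010305C02Rik and C730049P21, which passed at an adjusted p below 0.05 from limma, have no known position and were left out. At a p below 0.01, looked at after the results were seen, the share was also raised over 200 genes away (10 of 861, 1.16%, against 64 of 12219, 0.524%, p = 0.0226 by the same exact test). Among these 10 are probes of Igtp, Irgm1, Irgm2, Irf1 and Tgtp1, genes of the interferon-gamma list, and both probes of Slc25a19. The exact test counts such probes as independent, so this share is no separate evidence for an effect of position. The real grouping had 4 such probes at a p below 0.001. As many were found in 4 of 100 groupings with the real one included, and up to 9 in another, which follows sex and harvest day. With mice regrouped within sex and sex as a block, the real grouping had 6 against up to 10 (as many in 3 of 100). The count was 2 in each sex and 2 to 5 without a single mouse. Few groupings reached the real count, but the whole chromosome was chosen after several widths had been seen, so chance is not firmly excluded. A local effect of the targeted locus on its neighbours stays open, and an effect of Nf1 dosage was not tested.

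For the number of probes changed at an adjusted p below 0.05, no other grouping gave as many, with 4 in the real grouping and at most 3 in the others. However, 1 of the 4 is the neomycin resistance probe, which follows the targeted allele, and the other 3 equal the highest other grouping, which is unbalanced for sex. With mice regrouped within sex and sex as a block the count was again 4 against at most 3, so chance is not firmly excluded for the other 3 probes in either comparison. At 0.25 it cannot be excluded, with 4 and up to 4658, a structure that follows sex and harvest day, nor with sex as a block and regrouping within sex, with 6 and up to 537 (7 of 100 groupings gave as many in each comparison), a structure of the mice within sex. For cell type lists it cannot be excluded either (4 and up to 8, with 29 of 100 groupings giving as many, and 4 and up to 5, with 22 of 100, within sex). A genotype effect that differs between the sexes was not found for any probe with limma (0 at an adjusted p below 0.05, 448 at an unadjusted p below 0.05), against at most 2 in regrouped mice, and no list differed between the sexes (smallest adjusted p = 0.694 by exact permutation).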

How the results depend on the processing

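Huber's background estimates, sex as a block with an estimated correlation, the lists and probes without the chromosome of Nf1, and the neighbourhoods of 200 and 100 genes were chosen after the results were seen. For the genes near Nf1, several other widths and a p threshold of 0.01 had been looked at before the whole chromosome was reported. Of 4340 values of 168 named probes under alternatives, 4231 kept direction and side of the threshold, 14 lost the call, 3 gained it and 92 changed sign without a call. Of 897 list values, 762 kept both, 50 lost the call, 6 gained it, 75 changed sign without a call and 4 changed sign where the list was called in 1 of the 2 settings compared.

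The count of 4 probes at an adjusted p below 0.05 was 7 with median scaling and 0 in males, in females and with exact permutation per probe, where fewer mice, or a p that permutation cannot bring below 0.00216, leave less room. At 0.25 it was 7 with background subtraction, 8 with median scaling, 0 in males, 1 in females, the neomycin resistance probe, and 0 with exact permutation. With background subtraction 3 of the 4 at 0.05 were shared, with Pirb in place of Inpp5k. The count stayed at 4 without any single mouse at 0.05, and was 4 to 6 at 0.25. The Nf1 difference was 0.00097 in females. Probes near Nf1 with a p below 0.001 numbered 4 and were 2 when detection in all arrays was required, 2 in males, 2 in females, 2 to 5 without a single mouse (2 without wild-type mice 1, 5 or 12), 8 with array weights, 2 within 200 genes and 2 within 100 genes, while exact permutation cannot reach a p below 0.001 and is no test of this count.

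Process lists changed numbered 6, but 3 in males, 3 with an estimated correlation and 2 with sex as a block and an estimated correlation. Cell type lists numbered 4, but 2 to 5 without a single mouse (2 without Nf1+/- mouse 4 or 7), 0 with an estimated correlation and 0 when sex was also a block. S-phase (0.066), G2/M (0.047) and macrophage genes (-0.139) lost their call with an estimated correlation, with or without sex as a block, since this widens the test and leaves the mean. G2/M genes lost it in males (0.019). Macrophage genes had 0.038 in males (adjusted p = 0.796) and -0.259 to -0.027 without a single mouse. Type I interferon genes had -0.015 in males (adjusted p = 0.446). Coriell-18_Down was -0.032 to 0.013 without a single mouse, called only as 0.013 without Nf1+/- mouse 4, and 0.013 with the macrophage score as a covariate. Apart from the calls lost with an estimated correlation, the cause was not tested.

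The BeadChip block was not run, since the files do not give the BeadChip. Nf1 has no value when detection in all arrays is required, and the macrophage list has none with its own score as a covariate. Nf1 and many dim probes lie near background, where neqc compresses differences. With Huber's estimates, the difference of the dim 2010305C02Rik went from 0.16 to 0.75. The neomycin resistance probe was not detected in any wild-type mouse, so its difference is a lower bound, at least 1.35-fold with neqc and at least 9.67-fold with Huber's estimates.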

Differences from the paper's values

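No fold difference of the mouse part of Table 2 was flagged by criteria set before the data were examined, but several effects were much smaller with neqc than in the paper. Examples are 2010305C02Rik (1.12 against the paper's 1.42), C730049P21 (1.06 against 1.29), Pnkd (1.05 against 1.29) and 9130213B05Rik (1.06 against 1.38). Only Inpp5k (1.36 against 1.30), H2-T10 (1.30 against 1.23) and Igtp (1.21 against 1.19) were further from 1 than in the paper. All 18 transcripts had the paper's direction. The fold computed with neqc was 0.772 to 1.09 times the paper's (median 0.887). Without background correction it was 0.994 to 1.06 times (median 1.02). With background subtraction it was 0.936 to 2.04 times (median 1.17). There Pnkd (1.97 against the paper's 1.29) and 9130213B05Rik (2.81 against the paper's 1.38) were flagged. With Huber's estimates, chosen after the values were seen, it was 0.954 to 1.47 times (median 1.11), and this setting drops Inpp5k at an adjusted p below 0.05.

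At the threshold of 0.25 the paper marks 3 mouse transcripts, and 4 probes passed with limma. The 3 are among the 4, and the other is the probe for the neomycin resistance gene. The same 4 passed without background correction and with cyclic loess, and 3 when detection in all arrays was required, which removes the neomycin resistance probe.

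The paper names Foxm1 among the up-regulated genes of ECACC-6 and the mouse. All 64 measured genes of the paper's own mouse Up list were higher in Nf1+/- mice, and Foxm1, which is not in that list, had a log2 difference of -0.00 (exact permutation p = 0.929). Ccnb2 and Rad51, named in the same place, were not detected in enough arrays. The paper places DNA replication, repair and recombination second among the processes up-regulated in the mouse. Replication genes such as Mcm2 (0.14) and Fen1 (0.17) were on the higher side, while the repair lists fixed beforehand had means of 0.00. In its leading edge analysis the paper finds an immune category among the down-regulated genes of the mouse. With MetaCore pathway maps it also mentions immune pathways for the up-regulated mouse set, so higher immune genes do not contradict all of its results. All 53 measured genes of its Down list were lower, while the lists of MHC class I and interferon-gamma genes, which share no gene with it, had means of 0.12 and 0.11.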

Other observations

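The test of marginal zone genes outside the paper's lists and the lists without the chromosome of Nf1 were chosen after the results were seen.

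Genes of marginal zone B cells, which answer blood-borne antigens in the spleen, were on the lower side in Nf1+/- mice. Of 8 measured genes, 7 were lower, with a mean log2 difference of -0.17, -0.10 in males and -0.23 in females. Dtx1, a regulator of Notch signalling, had -0.27 (exact permutation p = 0.0152, 6 mice per genotype), Cd1d1, which presents lipids, had -0.28 (exact permutation p = 0.0173), and Cd9, a tetraspanin, had -0.10. The list passed camera with the preset correlation (adjusted p = 4.31e-06), a call lost with adjusted p = 0.207 with an estimated correlation. The list means per mouse had an exact permutation p of 0.00649, which was 0.0909 adjusted over the cell type lists. The 7 genes outside the Down list of the paper had a mean of -0.19 (exact permutation p = 0.00433). No gene passed over all probes or when adjusted over the list alone (limma, 3 at an unadjusted p below 0.05).

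Genes of germinal centre B cells, which mutate their antibody genes, were on the higher side, with 8 of 10 measured genes higher and a mean of 0.15, 0.13 in males and 0.17 in females. S1pr2, a receptor that holds cells in the germinal centre, had 0.53 (exact permutation p = 0.106), and Aicda, the mutating enzyme, had 0.10. The list passed camera with the preset correlation (adjusted p = 0.000374), a call lost with adjusted p = 0.453 with an estimated correlation, and lost without Nf1+/- mouse 7 (mean 0.09, adjusted p = 0.0572). Its mean did not separate the genotypes (exact permutation p = 0.149). With mice relabelled within each sex, the exact permutation p was 0.05, or 0.35 adjusted over the cell type lists. With Huber's background estimates, chosen after the data were seen, the mean was 0.30, and with background subtraction 0.34. Follicular B cell genes had a mean of 0.03 (adjusted p = 0.925 from camera) and B-1, memory and age-associated B cell genes of 0.02 (adjusted p = 0.138), of which 2, Cxcr3 and Tbx21, passed when adjusted over the list alone. The latter list gained its call in 5 of 29 alternatives, in males, with median scaling, and without wild-type mouse 8, wild-type mouse 10 (adjusted p = 0.00887) or Nf1+/- mouse 6, with means of -0.03 to 0.20 over the alternatives.

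Genes expressed by all B cells were slightly on the lower side, with 17 of 22 lower and a mean of -0.03. Cd37 had -0.16 and Blk -0.14, while the inhibitory receptor Fcgr2b had 0.24 (exact permutation p = 0.0260). The list passed camera with the preset correlation (adjusted p = 0.0277), a call lost with adjusted p = 0.465 with an estimated correlation, and lost without any 1 of wild-type mice 1, 5 and 12 or Nf1+/- mice 4, 7 and 9. In all it was lost in 17 of 29 alternatives (adjusted p 0.00530 to 0.578 over the 29), among them Huber's estimates (adjusted p = 0.0827) and females alone (adjusted p = 0.0970), so it is not firm. Ribosomal protein genes had a mean of -0.02, with 50 of 79 lower. They passed with the preset correlation (adjusted p = 0.0349), a call lost with adjusted p = 0.638 with an estimated correlation, and lost without any 1 of wild-type mice 1, 3 and 8 or Nf1+/- mice 7 and 9. In all this call was lost in 14 of 29 alternatives (adjusted p 5.26e-05 to 0.705 over the 29), among them Huber's estimates (adjusted p = 0.144), males and females alone (adjusted p = 0.327 and 0.109), so it is not firm either.

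The hypothesis that higher interferon-gamma genes rest on genes of the chromosome of Nf1 alone was tested. Without that chromosome the list kept a mean of 0.061 (exact permutation p = 0.0108). This argues against the difference lying in those genes alone, but does not tell where it arose. The genes left include members shared with the MHC class I list, such as Psmb9 (0.17). The list without both that chromosome and the shared genes was not tested, so a difference apart from both is not shown. For MHC class I, leaving out the chromosome is no test. Of its 26 genes, 25 lie on other chromosomes, and leaving out the remaining gene leaves the mean at 0.12.

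Genes downstream of ERK, the kinase pathway that RAS activates, had a mean of 0.02, with 9 of 15 higher (adjusted p = 0.632 from camera), and immediate early and heat-shock genes of 0.03 (adjusted p = 0.479). MHC class II genes had 0.01 (adjusted p = 0.724). Nucleolar and splicing genes had a mean of -0.00 with camera placing them on the higher side (adjusted p = 0.724). Plasma cell genes had -0.01 (adjusted p = 0.405 from camera), erythroid genes -0.11 (adjusted p = 0.381), T cell genes -0.01 (adjusted p = 0.858), NK cell genes -0.01 (adjusted p = 0.405), neutrophil genes -0.01 (adjusted p = 0.925), megakaryocyte and platelet genes -0.01 (adjusted p = 0.212) and stromal and endothelial genes -0.05 (adjusted p = 0.405). The plasma cell list gained a call in 1 of 29 alternatives (adjusted p = 0.0419 from camera), with means of -0.04 to 0.01 over the alternatives. Dendritic cell genes had a mean of -0.02 and a median of 0.01, and camera placed them on the higher side (adjusted p = 0.550). With background subtraction, the means were 0.16 for dendritic cell, -0.25 for megakaryocyte and platelet, -0.19 for NK cell and -0.17 for erythroid genes, and none of these lists passed camera.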
